# Spinal cord injury induces astroglial conversion towards neuronal lineage

**DOI:** 10.1186/s13024-016-0133-0

**Published:** 2016-10-06

**Authors:** Harun Najib Noristani, Jean Charles Sabourin, Hassan Boukhaddaoui, Emilie Chan-Seng, Yannick Nicolas Gerber, Florence Evelyne Perrin

**Keywords:** Spinal cord injury, Astrocytes, Astrogliosis, Transdifferentiation, Cell specific transcriptomic

## Abstract

**Background:**

Neurons have intrinsic capability to regenerate after lesion, though not spontaneously. Spinal cord injury (SCI) causes permanent neurological impairments partly due to formation of a glial scar that is composed of astrocytes and microglia. Astrocytes play both beneficial and detrimental roles on axonal re-growth, however, their precise role after SCI is currently under debate.

**Methods:**

We analyzed molecular changes in astrocytes at multiple stages after two SCI severities using cell-specific transcriptomic analyses.

**Results:**

We demonstrate that astrocyte response after injury depends on both time after injury and lesion severity. We then establish that injury induces an autologous astroglial transdifferentiation where over 10 % of astrocytes express classical neuronal progenitor markers including βIII-tubulin and doublecortin with typical immature neuronal morphology. Lineage tracing confirmed that the origin of these astrocytes is resident mature, rather than newly formed astrocytes. Astrocyte-derived neuronal progenitors subsequently express GABAergic, but not glutamatergic-specific markers. Furthermore, we have identified the neural stem cell marker fibroblast growth factor receptor 4 (Fgfr4) as a potential autologous modulator of astrocytic transdifferentiation following SCI. Finally, we establish that astroglial transdifferentiation into neuronal progenitors starts as early as 72 h and continues to a lower degrees up to 6 weeks post-lesion.

**Conclusion:**

We thus demonstrate for the first time autologous injury-induced astroglial conversion towards neuronal lineage that may represent a therapeutic strategy to replace neuronal loss and improve functional outcomes after central nervous system injury.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13024-016-0133-0) contains supplementary material, which is available to authorized users.

## Background

Clinical symptoms linked to spinal cord injury (SCI) depend on the anatomical level and lesion severity, ranging from minor sensory/motor impairment to complete tetraplegia. Following SCI, a glial scar surrounds the lesion site constituting a real physicochemical barrier that is a major obstacle to axonal re-growth [1]. Glial scar is composed of two cell types, namely microglia and astrocytes. Although increased astrocyte reactivity (also referred as astrogliosis) is a prominent pathological hallmark after CNS lesion, its precise role after SCI has been under debate for a long time [2]. Activated astrocytes over-express transcription factors that upsurges inflammation and inhibits axonal sprouting associated with worsening of functional recovery after SCI [3]. Concomitantly, astrocytes also play protective roles after injury via secretion of anti-inflammatory factors [4] and isolation of un-damaged tissue [5].

These studies highlight the beneficial and detrimental roles of astrocytes after SCI raising the question whether their contradictory responses may be due to differences in injury severity, time after injury or both. Detailed molecular analysis of pure astrocyte at acute and chronic stages after different lesion severities may accurately uncover their precise contribution in SCI pathophysiology. Indeed, recent studies, including our own, using cell-specific transcriptomic analyses have been critical to better understand the role of glial cells in numerous CNS pathophysiology [6–14].

Here, we used Aldh1l1-EGFP transgenic mice that express enhanced green fluorescent protein (eGFP) in astrocytes. Using fluorescence-activated cell sorting (FACS), we isolated pure astrocyte population and carried out RNA sequencing (RNA-Seq) to study the molecular signature of astrocytes after hemisection (HS) and full transection (FT) compared to that of non-injured (NI) controls. We have chosen FT since no regeneration can ever occur through the lesion site and lateral HS because limited spontaneous regeneration does occur due to the presence of undamaged tissue. We identified pronounced transcriptional deregulations in astrocytes following SCI that are driven by time post-injury and lesion severity. We also identified injury-induced astroglial transdifferentiation towards neuronal lineage where resident mature astrocytes over-expressed the neural stem cell marker fibroblast growth factor receptor 4 (Fgfr4), the neuronal progenitor markers βIII-tubulin and doublecortin (DCX). In addition, these astrocytes also transformed into classical neuronal progenitor-like morphology with bi-polar processes. Subsequently, astrocyte-derived neuronal progenitor cells expressed markers typically associated with mature GABAergic interneurons. More importantly, we demonstrate that astroglial transdifferentiation into neuronal progenitor starts as early as 72 h post-lesion and continues up to 6 weeks after both HS and FT. These data demonstrate a novel insight into glial cell plasticity after injury and provide therapeutic targets where autologous astroglial transdifferentiation could be enhanced to replace lost neurons and improve functional outcomes after SCI.

## Methods

### Experimental procedures

Transgenic mice expressing eGFP in astrocytes ((Aldh1l1-EGFP)OFC789Gsat/Mmucd) were purchased from the Mutant Mouse Regional Resource Centre (MMRRC) and maintained on a Swiss Webster strain background. Aldehyde dehydrogenase 1 family member L1 is a specific pan-astrocytic marker [15]. Mice were housed in controlled conditions (hygrometry, temperature and 12 h light/dark cycle).

#### Spinal cord injury

Adult mice (12 weeks) were anesthetized by inhalation of isoflurane gas (1.5 %); laminectomy was performed and either a lateral hemisection (HS) or full transection (FT) was carried out under a microscope using a micro-scalpel (FST, Heidelberg, Germany), as described previously [16]. Lesions were done at thoracic 9 level to obtain hemi paraplegia (HS) or complete paraplegia (FT) while preserving full respiratory function.

#### Postoperative cares

Bladder was emptied manually twice daily until recovery of full sphincter control (for HS) or throughout the study period (for FT). Bodyweight was measured before surgery and daily throughout the 6 weeks period after injury.

#### FACS

Fluorescence Assisted Cell Sorting (FACS) was used to isolate pure populations of astrocytes from Aldh1l1-EGFP transgenic mice. We used a 1 cm-segment centered on the lesion site to isolate eGFP^+^ astrocytes. For non-injured controls, the equivalent 1 cm-segment of the thoracic spinal cord was used. Male Aldh1l1-EGFP mice were anesthetized with tribromoethanol (500 mg/kg) and intracardially perfused with RNAse-free 0.1 M phosphate base saline (PBS, Invitrogen, Carlsbad, USA). Spinal cords were dissected and dissociated in 750 μl PBS, 100 μl trypsin 13 mg/ml, 100 μl hyaluronidase 7 mg/ml, 50 μl kinurenic acid 4 mg/ml (all from Sigma Aldrich, Saint Louis, USA) and 20 μl DNAseI 10 mg/ml (Roche, Rotkreuz, Switzerland) for 30 min at 37 °C. Gentle mechanic dissociation was carried out by pipetting. Cell suspension was sieved on a 40 μm sieve (BD Biosciences, Franklin Lakes, USA), re-suspended in PBS-0.9 M sucrose and centrifuged for 20 min at 750 g. The pellet was re-suspended in 500 μl of 7-aminoactinomycin D (7-AAD) 1 μl/ml. Living astrocytes were sorted using FACS ARIA (BD Biosciences, Franklin Lakes, USA), equipped with a 488 nm Laser Sapphire 488–20. Size threshold was used to eliminate cellular debris. Isolated astrocytes were then centrifuged for 5 min at 700 g and re-suspended in 250 μl of RLT lysis buffer (Qiagen, Maryland, USA) and 1 % beta-mercaptoethanol. For flow cytometry analysis of eGFP and βIII-tubulin co-expression, after sieving and sucrose, cells were incubated for 20 min on ice in mouse anti βIII-tubulin in PBS (1:100; MAB1195; R&D Systems, Minneapolis, USA). Cells were then centrifuged for 5 min at 400 g, washed with cold PBS and incubated for 15 min on ice in Allophycocyanin (APC)-conjugated donkey anti mouse in PBS (1:100; 715-136-150; Jackson Immunoresearch, Carlsbad, USA). Controls were done using wild type mice (to show cell distribution without any staining), non-lesion segment alone (to show eGFP expression alone), wild type stained with βIII-tubulin (to show APC staining alone) as well as without primary antibody. Cells were centrifuged for 5 min at 400 g, washed with cold PBS and re-suspended in 7-AAD before sorting.

#### RNA sequencing

Total RNA was isolated using RNeasy Mini Kit, (Qiagen, Maryland, USA) including DNAse treatment. The quality of starting RNA and amplified cRNA were tested (Agilent 2100 bioanalyzer, RNA 6000 Pico LabChip, Palo Alto, USA) and proceeded only if the RNA integrity number (RIN) was > 7. Astrocytic RNA was isolated at 1 and 2 weeks after injury (*n* = 18 for HS 1 week and *n* = 16 for HS 2 weeks; *n* = 6 for FT 1 week and *n* = 34 for FT 2 weeks) as well as NI controls (*n* = 13). RNA-Seq was performed on the polyadenylated fraction of RNA. Three biological replicates were used for each of the mentioned time-points including NI control in all experimental conditions. 10 ng of total RNAs were used for each sequencing library. Sequencing quality control was done using FastQC. The reads containing adapter sequences were removed with FASTX-Toolkit. The filtered reads were mapped with TopHat v2.0.9 software in order to use the UCSC mm10 release reference on new junctions and known annotations. Biological quality control and summarization were done using RSeQC v2.3.3, PicardTools v1.92 and SamTools v.1.18. The count data were prepared with HTSeq v.0.5.4p3. Data normalization and differential expression analysis was performed using R/Bioconductor edgeR software v.3.3.6. Very lowly expressed genes were filtered out whilst genes that achieved 10 counts in at least one condition were kept. The filtered data were normalized by the library size and differentially expressed genes were estimated using negative binomial general model statistics. To identify transcripts that were differentially expressed, we defined a criterion of a 2-fold and greater difference plus a significant (*p* < 0.05) false discovery rate (FDR). Statistics: *t*-test with un-equal variance. The R/Bioconductor MFuzz package v.2.18.0 was used for fuzzy clustering of the differentially expressed genes over time in both HS and FT compared to NI controls. Pathway analysis was done using MetaCore, as previously described [10].

#### Primary antibodies for immunological staining

Primary antibodies used included rabbit anti GFAP (1:1000; Z 0334; Dako, Glostrup, Denmark), mouse anti GFAP (1:1000; G3893; Sigma Aldrich, Saint Louis, USA), mouse anti MAP2 (1:500; M-1406; Sigma Aldrich, Saint Louis, USA), mouse anti-MBP (1:500; MAB 384; Millipore, California, USA), rabbit anti Iba1 (1:1000; 019–19741; Wako Pure Chemical Industries, Osaka, Japan), chicken anti GFP (1:1000; Ab13970; Abcam, Cambridge, UK), mouse anti βIII-tubulin (1:500; MAB1195; R&D Systems, Minneapolis, USA), goat anti Fgfr4 (1:500; AF2265; R&D, Minneapolis, USA), rabbit anti GAD 65/67 (1:500; AB1511; Millipore, California, USA), guinea pig anti Tlx3/Rnx (1:500; kindly provided by Thomas Müller and Carmen Birchmeier, Max-Delbrück-Center, Berlin, Germany), mouse anti NeuN (1:500; MAB377; Millipore, California, USA), rabbit anti doublecortin (1:500; ab18723; Abcam; Cambridge, UK), rat anti BrdU (1:500; Ab6326; Abcam; Cambridge, UK) and mouse anti parvalbumine (1:500; P3088, Sigma Aldrich, Saint Louis, USA).

#### Immunohistochemistry

Hemisected and non-injured control female mice were anesthetized with tribromoethanol (500 mg/kg, i.p) and perfused intracardially with 0.1 M PBS followed by 4 % paraformaldehyde (PFA, Sigma Aldrich, Saint Louis, USA). Spinal cords were removed and post-fixed for 2 h in 4 % PFA, cryoprotected in sucrose 30 %, included in Tissue Tek (Sakura, Alphen aan den Rijn, The Netherlands), frozen and kept at −20 °C until processing. Frozen spinal cords were cut either longitudinally (20 μm) or transversally (14 μm). All sections were collected on super frost plus slides.

For fluorescence immunohistochemistry, slides were washed in PBS, treated for 20 min in 0.1 M PBS containing lysine (20 mM, pH 7.2). Sections were then blocked for 1 h with 0.1 M PBS containing bovine serum albumin (BSA, 1 %, Sigma Aldrich, Saint Louis, USA) and triton X-100 (0.1 %, Fisher Scientific, Illkirch, France) followed by incubation in primary antibody for 48 h at 4 °C. Slides were then washed in 0.1 M PBS and were placed in corresponding secondary antibodies conjugated to Alexa 488, 594 or 633 (Vector Laboratories, Burlingame, USA and Millipore Bioscience Research Re-agents, Massachusetts, USA). The nuclear stain, 4′,6-diamidino-2-phenylindole dihydro-chloride (DAPI, 2 ng/ml, Invitrogen, Massachusetts, USA) was used as a general nucleus marker. Sections were cover slipped using fluorescent mounting medium (DAKO, Denmark). For BrdU detection, sections were pre-incubated in 2 N HCl for 30 min of DNA denaturation before fluorescence immunohistochemistry.

Morphometric fluorescent photographs were obtained using laser scanning inverted (Leica SP5, Mannheim, Germany) and (Zeiss 5 Live Duo, Oberkochen, Germany) confocal microscopy to unveil the co-expression of two proteins. 225 × 225 μm^2^ images were taken adjacent to the lesion center and the colocalization coefficient were measured between the two channels. 4–7 animals were used at each given time-point. Colocalization analysis was performed using the Carl Zeiss LSM-710-NLO software.

#### Area fraction

To determine Fgfr4 protein expression, the area fraction was measured in at least 1000 μm^2^ surface area rostral and 1000 μm^2^ caudal to the lesion sites at multiple time-points after SCI. Area fraction is a sensitive and reliable method to measure expression level of a given signal and to detect changes caused by experimental manipulations. To avoid potential variation in staining intensity between different slides or animals, we had carried out immunostaining of all animals in parallel. Immunofluorescent-labelled spinal cord sections were imaged using constant exposure time in randomly selected longitudinal section with clearly visible lesion site (Zeiss, Oberkochen, Germany). Area fraction quantification was performed using ImageJ software (NIH, USA). Threshold was adjusted according to non-injured control and was kept constant for all images. Area fraction was analyzed individually both rostral and caudal to the lesion site. For non-injured controls, we analyzed Fgfr4 expression in equivalent surface area within the thoracic spinal cord segment. Five time-points after injury were analyzed for Fgfr4 expression level namely, 72 h, 1, 2, 4 and 6 weeks after lesion with 5 animals per groups.

#### BrdU injection after SCI

BrdU (Sigma Aldrich, Saint Louis, USA), was administered by intraperitoneal injections at 100 mg/kg dissolved in saline. Each animal was given a single daily injection immediately after lesion through 7 days after SCI.

#### Statistical analysis

One-way analysis of variance was used to compare differences over-time. Un-paired t-tests were used to compare differences between two independent groups. Significance was accepted at p ≤ 0.05. The data were analyzed using GraphPad Prism 4.0 (GraphPad Software, Inc, CA, USA). All data are shown as the mean ± standard error of the mean (SEM).

## Results

### Time and severity-dependent astrocytic response after SCI

Dual immunohistochemistry in Aldh1l1-EGFP mice using classical astroglial marker glial fibrillary acidic protein confirmed specific eGFP expression in astrocytes (Additional file 1: Figure S1a–c). No eGFP expression was observed in microglia/macrophages, oligodendrocytes and neurons (Additional file 1: Figure S1d–g). Using FACS we isolated pure astroglial populations with high RNA quality (Additional file 1: Figure S1h–k). We then carried out RNA-Seq analysis to uncover molecular changes in astrocytes at multiple stages after two SCI severities. 

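RNA of eGFP+ cells sorted from a segment of thoracic spinal cord centered on the lesion was sequenced in 12 libraries of 5 groups. NI controls had 3 libraries, HS had 3 libraries at 1 week and 2 at 2 weeks, and FT had 1 library at 1 week and 3 at 2 weeks. The FT 1 week group therefore had no replicate. The authors mapped the reads with TopHat2 2.0.9 to the mm10 (GRCm38) genome, counted them per gene with HTSeq 0.5.4p3 and normalized the counts by library size with edgeR 3.3.6. The deposited table holds the normalized counts of 16389 genes, with 1 column per library. In every library the scaling factor these counts imply was 1.001 times the TMM factor of edgeR, so they were not scaled by read total alone. Each column is a whole read count divided by 1 factor, so the reads of every gene could be recovered with a largest departure from a whole read of 1.3e-09. The libraries held 12257277 to 13254939 reads in NI (median 12686867), 8818561 to 15562378 in HS 1 week (median 13066435), 14942057 and 13343507 in HS 2 weeks, 8270643 in FT 1 week and 9070270 to 14030640 in FT 2 weeks (median 12400667). A single read was worth between 0.06117 and 0.1343 normalized counts. Differential expression was tested with limma-trend on log2 of the normalized counts plus 1. All 12 libraries entered 1 model, and the 16388 genes with a mean of at least 0.5 in at least 1 group were tested. A DE gene had an adjusted p under 0.05 and a change of at least 2-fold, the thresholds the paper states. The FT 1 week library is assumed to vary like the libraries of the other groups, from which its standard error is taken.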

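Transcripts of the myelinating lineage were more abundant than those of astrocytes in all 12 libraries. Mbp, the gene of myelin basic protein, had 9290 ± 3700 normalized counts (SD, n = 3) in NI. Aldh1l1, whose promoter drives eGFP in these mice, had 50.64 ± 36.82 (SD, n = 3). The sum over 12 oligodendrocyte genes ranged from 55300 to 115200 per library, and the sum over 20 astrocyte genes from 3026 to 15050. None of the 12 oligodendrocyte genes passed limma-trend or the likelihood ratio test of edgeR in any comparison with NI, and none did when adjusted over the list alone. Mog, Sox10 and Mbp had log2 fold changes between -0.40 and 0.77, with adjusted p of at least 0.565 from limma-trend. As a set, the oligodendrocyte genes were higher than other genes at 1 week after HS (median log2 fold change 0.50, camera adjusted p = 0.00255), which gave an adjusted p of 0.296 with an estimated correlation. None of the 20 astrocyte genes passed either test. Their median log2 fold change was -1.47 at 1 week after FT (camera adjusted p = 0.0216, and 0.652 with an estimated correlation) and 0.71 at 2 weeks after FT (camera adjusted p = 0.00838, and 0.595 with an estimated correlation).
None of 12 neuronal genes passed limma-trend, and their median log2 fold change lay between -0.73 and 0.15. Adjusted over the list alone, the enolase gene Eno2 was higher in all 4 comparisons (log2 fold changes 1.52 to 1.77) and Syt1 was lower at 1 week after FT. Eno2 was called by the likelihood ratio test of edgeR at 1 week after HS and 2 weeks after FT (FDR = 0.0374 and 0.00225). Syt1, a synaptic vesicle gene, had 2.311 ± 0.6135 normalized counts (SD, n = 3) in NI and 0.1343, a single read, in the FT 1 week library (edgeR likelihood ratio test, FDR = 0.0454, and limma-trend adjusted p = 0.132). Nefl and Snap25 had log2 fold changes between -1.84 and 0.33, with adjusted p of at least 0.52 from limma-trend.
Among reactive astrocyte genes, Serpina3n rose at 1 week after FT, from 62.38 ± 55.79 normalized counts (SD, n = 3) in NI to 1666 in the FT library (log2 fold change 5.08, standard error 0.90, adjusted p = 0.0399 from limma-trend). This protease inhibitor gene lies on chromosome 12 of GRCm38 from 104406729 to 104414329. In the other 3 comparisons its log2 fold change was 4.36 to 4.41, with adjusted p of 0.0563 to 0.119 from limma-trend, and every injured library was above every NI library. Gfap, the astroglial intermediate filament gene on chromosome 11 from 102887336 to 102900912, had 95.72 ± 60.35 normalized counts (SD, n = 3) in NI, 990.5 ± 794.5 (SD, n = 3) at 1 week and 593.2 ± 652.8 (SD, n = 2) at 2 weeks after HS, 304.1 in the FT 1 week library and 948.7 ± 235.3 (SD, n = 3) at 2 weeks after FT. HS 1 week replicate 3 (101.5) and HS 2 weeks replicate 1 (131.6) lay inside the NI range of 33.25 to 153.7. The log2 fold changes of 2.87, 2.20, 1.91 and 3.51 had adjusted p of 0.599, 0.717, 0.683 and 0.347 from limma-trend, and FDRs of 0.0154, 0.134, 0.605 and 0.00725 from the likelihood ratio test of edgeR. Of 13 pan-reactive genes, 9 were higher at 2 weeks after FT and Lcn2 was lower when adjusted over the list alone, while none passed limma-trend over all genes and the likelihood ratio test called 2 higher and 1 lower. Their median log2 fold change was 1.75 (camera adjusted p = 7.2e-06, and 0.294 with an estimated correlation). Pericyte and fibroblast genes, 9 in all, summed to 7030, 686.4 and 473.2 in NI replicates 1, 2 and 3. At 2 weeks after FT they summed to between 6006 and 11590. The pan-reactive gene Steap4 had 81.72, 6.575 and 4.247 in these NI libraries and 88.44 to 238.4 at 2 weeks after FT. Cp and S1pr3 were also highest in NI replicate 1 among NI, while Vim, Cd44 and Lcn2 were lowest there. Whether pericytes or fibroblasts contribute to the rise was not tested.
The sum over 17 microglia and macrophage genes differed between libraries of the same group. It was 795.5 in NI replicate 1 but 5525 and 7323 in NI replicates 2 and 3, 12380 in HS 1 week replicate 3 but 3329 and 887 in the other HS 1 week libraries, and 11670 and 1925 in the HS 2 weeks libraries. In the FT 1 week library it was 9317, and in the FT 2 weeks libraries 1949, 1324 and 2313. The leading principal component of all genes, with 44.16% of the variance, placed NI replicates 2 and 3, HS 1 week replicate 3, HS 2 weeks replicate 1 and the FT 1 week library on 1 side.

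**Figure D1:**
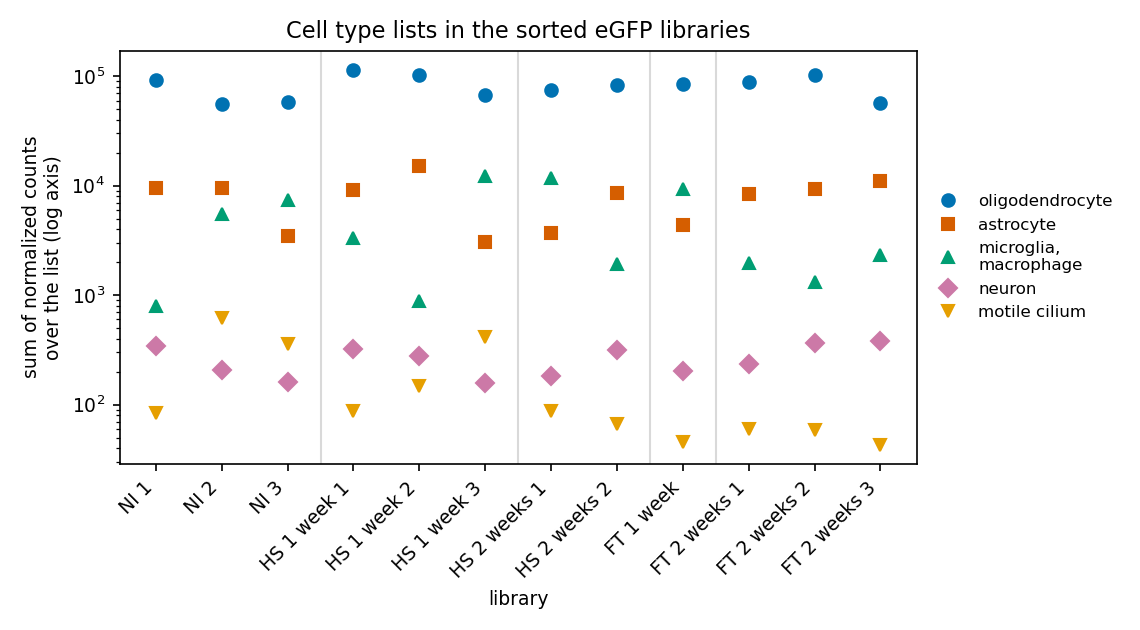
Sum of normalized counts over the genes of 5 marker lists (log axis) in each of the 12 libraries, grouped by condition on the horizontal axis. Each point is 1 library, and the oligodendrocyte sums lie between 55300 and 115200 in all of them, above the astrocyte sums of 3026 to 15050.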

Analysis of deregulated transcripts showed specific up-regulation of classical astroglia-specific marker genes (*gfap* and *serpina3n*) and no dysregulation in neuronal (*nefl*, *Syt1*, *Gabra1*, and *Snap25*) and oligodendrocytes (*Mog*, *Sox10*, *Cx47* and *Mbp*) transcripts [14] that confirms sample purity (Additional file 2: Table S1).

We identified 61 and 124 DE genes in HS as well as 297 and 364 DE genes in FT groups at 1 week and 2 weeks, respectively (Fig. 1a, b). 

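By limma-trend, 1 gene changed at 1 week after HS, 2 at 2 weeks after HS, 74 at 1 week after FT and 7 at 2 weeks after FT. The complement gene C4b rose in all 4 comparisons, and the apolipoprotein gene Apoc1 rose in all but HS 1 week. At 1 week after FT, 61 genes rose, led by the interferon-inducible GTPase gene Iigp1 (log2 fold change 7.15), and 13 fell, among them Jakmip1 (log2 fold change -5.58, standard error 0.49, adjusted p = 0.000837 from limma-trend) and the bestrophin gene Best3 (-5.05, standard error 0.70, adjusted p = 0.00865 from limma-trend). Both had 0.4029 normalized counts in this library, against 27.1 to 90.21 (Jakmip1) and 19.41 to 72.91 (Best3) in the other 11, and whether a feature of its animals or of the library rather than FT underlies this is not known. At 2 weeks after FT the mast cell protease genes Mcpt2 and Tpsab1 and the gene Myzap rose besides C4b and Apoc1, and the eosinophil granule genes Prg2 and Epx fell. Apoc1 lies on chromosome 7 of GRCm38 from 19689481 to 19692660, and its log2 fold changes were 4.10 at 2 weeks after HS, 4.14 at 1 week after FT and 3.11 at 2 weeks after FT (adjusted p = 0.00857, 0.00526 and 0.03 from limma-trend). Tpsab1 had 0.1194 ± 0.08388 normalized counts (SD, n = 3) in NI and 42.2 ± 25.35 (SD, n = 3) at 2 weeks after FT. Myzap had 4.523 ± 2.84 (SD, n = 3) in NI and 44.02 ± 1.425 (SD, n = 3) at 2 weeks after FT. Mcpt2, Tpsab1 and Myzap were also higher in every HS library and in the FT 1 week library than in every NI library. The likelihood ratio test of edgeR called each of them higher in all 4 comparisons, so these rises were not specific to FT at 2 weeks.
Without adjustment, 1256, 1227, 1837 and 1773 genes had a p under 0.05 in these comparisons. The quasi-likelihood test of edgeR on the recovered reads called 1, 2, 70 and 4 genes. The likelihood ratio test of edgeR, with dispersions estimated as common, trended and tagwise and chosen after the values were seen, called 61 (49 higher and 12 lower), 124 (69 higher and 55 lower), 297 (187 higher and 110 lower) and 363 (77 higher and 286 lower). All genes that limma-trend called were among them. On simulated reads with 200 changed genes, false calls made up 3.774% of the calls of limma-trend at 1 week after HS, 4.255% at 2 weeks after HS, 10% at 1 week after FT and 4.065% at 2 weeks after FT, against 21.95%, 14.06%, 29.91% and 19.88% of those of this likelihood ratio test. Limma-trend recovered 59.7%, 49.25%, 13.43% and 74.63% of the genes changed 4-fold, and the likelihood ratio test 79.1%, 59.7%, 37.31% and 85.07%. These shares describe the simulated reads and may not hold for the real libraries. In 1 split of the real libraries that mixed NI with HS 1 week, limma-trend called 1653 genes. Leaving out 1 library at a time moved the limma-trend counts between 0 and 15, between 0 and 36, between 49 and 149 and between 0 and 458. With only the compared groups in the model limma-trend called 0, 0, 0 and 14 genes, and with array quality weights 1267, 76, 928 and 1447. Without HS 1 week replicate 3, the likelihood ratio test called more lower than higher genes at 1 week after HS (92 higher and 217 lower). It also did so at 2 weeks after HS (108 and 132) and at 1 week after FT (244 and 258). Without NI replicate 1 it did so at 2 weeks after HS (128 and 273) and at 1 week after FT (201 and 269). Without any other replicate it called more higher than lower genes at both times after HS and at 1 week after FT. This excess at 2 weeks after HS was largest without either HS 2 weeks library, a fit with 1 library in the group.

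**Figure D2:**
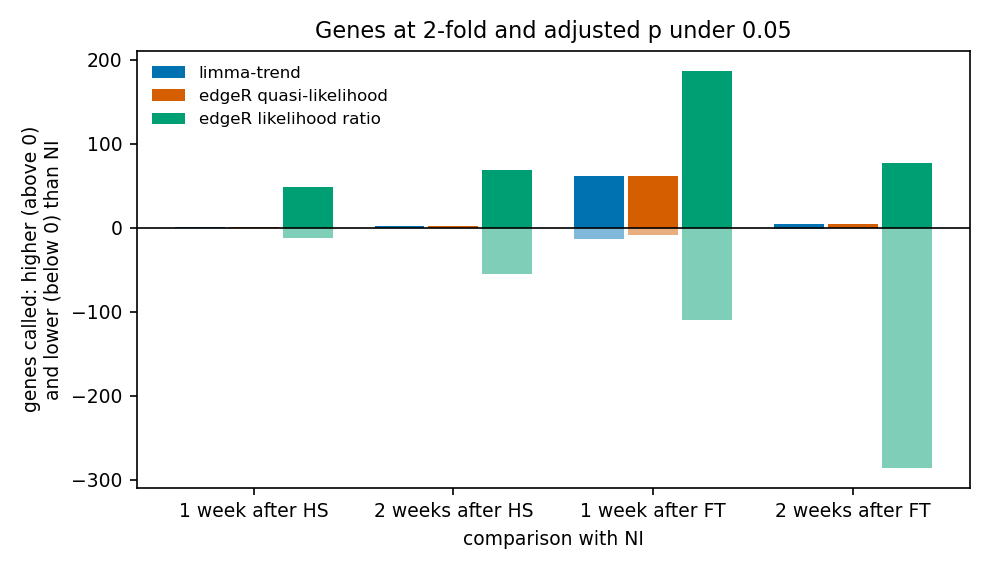
Number of genes called in each of the 4 comparisons with NI by limma-trend, by the quasi-likelihood test and by the likelihood ratio test of edgeR. Bars above 0 count higher genes and paler bars below 0 count lower genes, and at 1 week after FT limma-trend called 61 higher and 13 lower genes.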

Comparisons of commonly deregulated genes over time revealed 39 and 58 DE genes in HS and FT groups, respectively (Fig. 1a–c). 

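C4b was the only gene called at both times after HS by limma-trend. C4b and Apoc1 rose and Prg2, which encodes a major protein of eosinophil granules, fell at both times after FT. C4b was also the only gene called in all 4 comparisons. Prg2 had 37.34 ± 12.81 normalized counts (SD, n = 3) in NI, 1.477 in the FT 1 week library and 2.818 ± 1.605 (SD, n = 3) at 2 weeks after FT. Its log2 fold changes of -3.90 and -3.37 had adjusted p of 0.0263 and 0.0404 from limma-trend. In the HS groups it was as low, with 3.361 ± 1.984 (SD, n = 3) and 1.711 ± 1.413 (SD, n = 2). These log2 fold changes of -3.17 and -3.87 had adjusted p of 0.0977 and 0.0549 from limma-trend, and FDRs of 2.1e-05 and 8.74e-06 from the likelihood ratio test of edgeR.
The likelihood ratio test of edgeR shared 39 genes between the HS times (33 higher and 6 lower), 58 between the FT times (32 higher and 26 lower) and 24 among all 4 comparisons (23 higher and 1 lower). The comparisons use the same NI libraries and are therefore not independent. In 100 simulations of unchanged groups that share their NI libraries, limma-trend shared no gene, and the likelihood ratio test was not run on them. The simulations may not carry the difference between NI replicate 1 and NI replicates 2 and 3. They may therefore understate the overlap and correlation that arise without an effect of injury. Independent lists of the observed lengths would share 0.000122 higher genes by limma-trend after HS and 0.0186 after FT. For the likelihood ratio test these values were 0.206 after HS and 0.879 after FT. Across genes, the log2 fold changes at the 2 times after HS correlated with r = 0.7491, against 0.4441 in the simulations. Those at the 2 times after FT correlated with r = 0.3712, against 0.3525. The covariances were 0.1694 against a simulated 0.0817 for HS and 0.1668 against 0.08187 for FT. Genes are not independent replicates, and part of these correlations comes from the shared controls. The overlap after HS was 0 without NI replicate 2 or 3 or either HS 2 weeks library, 9 without HS 1 week replicate 3 and 11 without NI replicate 1, and the overlap after FT ranged from 0 without NI replicate 2 to 63 without NI replicate 1.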

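Set directly against HS at 1 week, the FT library had 47 higher and 10 lower genes by limma-trend. Among the higher genes was Klrk1, a receptor gene of natural killer cells. It had 22.56 normalized counts in the FT 1 week library and 0.9283 ± 0.5617 (SD, n = 3) at 1 week after HS (log2 difference 3.65, standard error 0.37, adjusted p = 0.002 from limma-trend). Among the lower genes was Susd4, a complement regulator gene on chromosome 1 of GRCm38 from 182763860 to 182896591, with 0.4029 in the FT 1 week library and 82.47 ± 30.42 (SD, n = 3) at 1 week after HS (log2 difference -5.82, standard error 0.47, adjusted p = 0.000563 from limma-trend). The other 11 libraries had at least 33.51, and here too a feature of the animals of this library is not excluded. The quasi-likelihood test of edgeR called 37 genes and its likelihood ratio test 114.
At 2 weeks no gene differed between FT and HS by limma-trend, by the quasi-likelihood test or by the likelihood ratio test, and 370 genes had an unadjusted p under 0.05. The number of libraries differs between the groups. With 1 HS library at a time against NI, limma-trend called 0, 3 and 0 genes at 1 week after HS, beside 106, 105 and 106 for the FT library in the same fits. With 2 of the 3 FT libraries at a time, it called 1 gene in each case at 2 weeks after FT, beside 2 at 2 weeks after HS.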

Comparisons between the two injury severities showed higher number of DE genes after FT compared to HS injury at all time-points (Fig. 1a–g). Pathway analysis identified *C4a* and *C4b* as the only transcripts associated with immune responses that were upregulated in HS group at 1 and 2 weeks post-injury (Fig. 1h). 

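C4b rose at both times after HS, from 40.26 ± 19.39 normalized counts (SD, n = 3) in NI to 854.4 ± 406.8 (SD, n = 3) at 1 week and 1338 ± 24.42 (SD, n = 2) at 2 weeks. The log2 fold changes were 4.37 (standard error 0.41, adjusted p = 0.00739 from limma-trend) and 5.12 (standard error 0.45, adjusted p = 0.0047 from limma-trend). C4a was higher at a much lower level, with 0.9875 ± 0.4657 (SD, n = 3) in NI, 5.688 ± 1.189 (SD, n = 3) at 1 week and 10.67 ± 1.7 (SD, n = 2) at 2 weeks after HS. Its log2 fold changes of 1.76 and 2.57 had adjusted p of 0.116 and 0.0549 from limma-trend, and every HS library was above every NI library. Both genes encode forms of complement component C4 and lie on the minus strand of chromosome 17 of GRCm38, C4b from 34728380 to 34743882 and C4a from 34809092 to 34823464. They are near-identical paralogs, so the split of reads between them is uncertain. C4b also rose after FT, with log2 fold changes of 5.4 at 1 week and 4.61 at 2 weeks (adjusted p = 0.00267 and 0.00441 from limma-trend). The limma-trend call for C4b was lost at 1 week after HS without NI replicate 2 or 3 or with 1 HS library alone, at 2 weeks after HS without either HS 2 weeks library, and at 2 weeks after FT without NI replicate 2. With only the compared groups in the model it was lost at both HS times and at 1 week after FT. Its log2 fold change lay between 3.95 and 5.76 under every alternative.
Of 15 complement genes, C4b alone passed limma-trend at each HS time. Adjusted over the list alone, 2 were higher at each time. Of 30 interferon response genes, none passed limma-trend at either HS time. At 1 week 16 were higher when adjusted over the list alone and 7 by the likelihood ratio test of edgeR (median log2 fold change 1.12, camera adjusted p = 6.53e-23, and 0.199 with an estimated correlation). At 2 weeks these counts were 0 and 4. Irf7, which encodes a transcription factor of the interferon response, had a log2 fold change of 2.52 at 1 week (standard error 0.41, adjusted p = 0.116 from limma-trend) and an FDR of 6.22e-06 from the likelihood ratio test. MHC class II genes went the other way at 1 week after HS. Of 7, none passed limma-trend, 4 were lower when adjusted over the list alone and 1 by the likelihood ratio test. Their median log2 fold change was -2.35 (camera adjusted p = 4.08e-06, and 0.296 with an estimated correlation). Of the 16 genes of Fig. 1h, which the study chose on these samples and which are not independent evidence, 1 rose at each HS time, and 6 and 5 were higher when adjusted over the list alone.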

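Transcripts of neutrophils and their precursors were lower at 2 weeks after HS by the likelihood ratio test. Chi3l3, a chitinase-like gene of myeloid cells, had 130.3 ± 103.9 normalized counts (SD, n = 3) in NI and 1.339 ± 0.3849 (SD, n = 2) at 2 weeks after HS (log2 fold change -5.02, standard error 1.42, adjusted p = 0.487 from limma-trend and FDR = 0.00222 from the likelihood ratio test of edgeR). Mmp8, the neutrophil collagenase gene on chromosome 9 of GRCm38 from 7558456 to 7568485, had 42.47 ± 34.72 (SD, n = 3) in NI and 2.269 ± 0.5148 (SD, n = 2) at 2 weeks after HS (log2 fold change -2.94, standard error 1.19, adjusted p = 0.621 from limma-trend and FDR = 0.047 from the likelihood ratio test). Both HS 2 weeks libraries were below every NI library for both genes. Of 16 neutrophil and myeloid precursor genes, none passed limma-trend over all genes, all 16 were lower when adjusted over the list alone, and 11 were lower by the likelihood ratio test. Their median log2 fold change was -4.57 (camera adjusted p = 5.78e-18, and 0.192 with an estimated correlation). The 11 calls rest on 2 HS libraries. Not all of them were kept when either was left out, a fit with 1 library in the group. In both fits most of the lower calls of this comparison were lost.
The NI libraries differed in these transcripts. The sum over the 16 genes was 819.9 in NI replicate 1, 6794 in NI replicate 2 and 11530 in NI replicate 3, against 137.3 and 108.9 in the HS 2 weeks libraries. S100a8, a calcium-binding protein gene of neutrophils, ranged from 173.4 to 3291 in NI and had 21.97 ± 5.506 (SD, n = 2) at 2 weeks after HS. The deposited table has no gene under the symbols Rsnb or Il13.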

Simultaneously, at 2 weeks after HS, other genes linked to immune response and *Il13* signaling via JAK-STAT pathway were down-regulated including *Chitinase 3 L3 (Chi3l3)*, *Mmp8* and *Rsnb* (Additional file 3: Table S2). On the other hand, at 1 week after FT astrocytes displayed pronounced up-regulation of numerous transcripts associated with immune response, inflammation and natural killer cell cytotoxicity (Fig. 1h, i). 

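Genes of the interferon response and of antigen presentation were higher in the FT 1 week library than in NI. Of 30 interferon response genes, 13 rose by limma-trend and none fell, 29 were higher when adjusted over the list alone, and their median log2 fold change was 3.00 (camera adjusted p = 6.91e-44, and 0.0611 with an estimated correlation). Iigp1, on chromosome 18 of GRCm38 from 60376027 to 60392634, had 575.4 normalized counts in the FT 1 week library and 3.357 ± 2.128 (SD, n = 3) in NI (standard error of the log2 fold change 0.58, adjusted p = 0.000658 from limma-trend). The guanylate-binding protein gene Gbp2 (log2 fold change 4.72, standard error 0.53, adjusted p = 0.00323 from limma-trend), the chemokine gene Cxcl9 (5.33, standard error 0.67, adjusted p = 0.00508) and the transcription factor gene Irf7 (3.64, standard error 0.57, adjusted p = 0.0203) also rose.
Of 14 genes of MHC class I presentation, the peptide transporter gene Tap1 (log2 fold change 3.66) and the regulator gene Nlrc5 (2.69) rose, and all 14 were higher when adjusted over the list alone (median 2.59, camera adjusted p = 2.74e-19, and 0.101 with an estimated correlation). None of 7 genes of MHC class II passed limma-trend over all genes, while 6 were higher when adjusted over the list alone and 4 by the likelihood ratio test of edgeR (median 2.64, camera adjusted p = 0.232 with an estimated correlation). Of 11 genes of T and NK cells, Klrk1, on chromosome 6 from 129610323 to 129623864, rose (log2 fold change 3.54, standard error 0.37, adjusted p = 0.00267 from limma-trend), and 2 were higher when adjusted over the list alone. Il12rb1, an interleukin 12 receptor gene, rose as well (2.5, standard error 0.38, adjusted p = 0.0149). Of the 16 genes of Fig. 1h, 5 rose and all 16 were higher when adjusted over the list alone, and of the 6 genes of Fig. 1i, 4 rose and all 6 were higher when adjusted over the list alone. The study chose both sets on these samples, so these counts are not independent evidence. Of 11 A1 reactive astrocyte genes, Gbp2 and Iigp1 rose and 5 were higher when adjusted over the list alone (median 1.00, camera adjusted p = 1.49e-05, and 0.101 with an estimated correlation).
The interferon genes summed to 4618 in the FT 1 week library and to between 381.6 and 1249 in the other 11. The microglia and macrophage genes were also high in this library, with a median log2 fold change of 1.72 (camera adjusted p = 0.00191, and 0.543 with an estimated correlation). This group has 1 library, so the spread between FT 1 week animals was not measured.

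**Figure D3:**
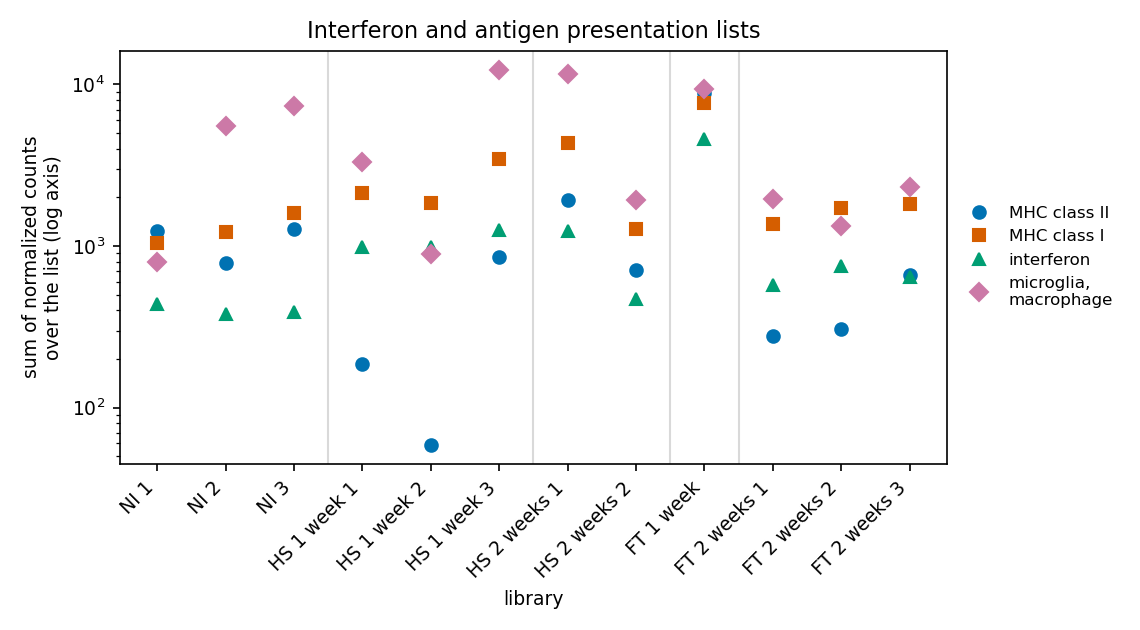
Sum of normalized counts (log axis) over the MHC class II, MHC class I, interferon response and microglia and macrophage genes in each of the 12 libraries. Each point is 1 library, and the interferon sum of the FT 1 week library, 4618, lies above those of the other libraries, of which the highest is 1249.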

At 2 weeks after FT, astrocytes displayed down-regulation of transcripts involved in proteolysis and connective tissue degradation, mitotic cell division and cytoskeleton remodeling (Fig. 1j, k).

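The gene sets of mitosis, motile cilia and neutrophils had negative median log2 fold changes at 2 weeks after FT, and none of these sets passed camera with an estimated correlation. Of 23 genes of mitotic cell division, none passed limma-trend over all genes, 18 were lower when adjusted over the list alone and 12 by the likelihood ratio test of edgeR (median log2 fold change -1.56, camera adjusted p = 5.48e-15, and 0.299 with an estimated correlation). Top2a, a topoisomerase gene of dividing cells, had 44.2 ± 31.73 normalized counts (SD, n = 3) in NI and 5.667 ± 2.955 (SD, n = 3) at 2 weeks after FT (log2 fold change -2.55, standard error 0.73, adjusted p = 0.347 from limma-trend and FDR = 0.00413 from the likelihood ratio test). Cks2, a regulator of cyclin-dependent kinases, had 29.34 ± 22.95 (SD, n = 3) in NI and 3.078 ± 2.197 (SD, n = 3) at 2 weeks after FT (log2 fold change -2.63, standard error 0.81, adjusted p = 0.347 from limma-trend and FDR = 0.00808 from the likelihood ratio test). Of 18 genes of motile cilia, 16 were lower when adjusted over the list alone and 17 by the likelihood ratio test (median -1.95, camera adjusted p = 7.3e-14, and 0.299 with an estimated correlation). Tekt1, a gene of ciliary microtubules, had 17.2 ± 10.56 (SD, n = 3) in NI and 3.493 ± 1.718 (SD, n = 3) at 2 weeks after FT. All 16 neutrophil and myeloid precursor genes were lower when adjusted over the list alone (median -4.14, camera adjusted p = 1.17e-16, and 0.294 with an estimated correlation).
Proteolysis genes went both ways. Of 30 matrix proteases and inhibitors, 5 were higher and 6 lower when adjusted over the list alone, and none passed limma-trend over all genes (median -0.01). By the likelihood ratio test 4 were higher and 7 lower. Mmp9, a gelatinase gene of neutrophils, had 30.23 ± 17.28 (SD, n = 3) in NI and 1.178 ± 0.1963 (SD, n = 3) at 2 weeks after FT (log2 fold change -3.63, standard error 0.69, adjusted p = 0.152 from limma-trend and FDR = 9.29e-06 from the likelihood ratio test). Mmp11, another matrix metalloproteinase gene, was higher (log2 fold change 2.06, standard error 0.35, adjusted p = 0.107 from limma-trend and FDR = 0.000493 from the likelihood ratio test). Of the 10 genes of Fig. 1j, 3 were higher and 4 lower when adjusted over the list alone, and of the 6 genes of Fig. 1k, 1 was higher and 5 lower. The study chose both sets on these samples, and they are not independent evidence of direction. Of 18 cytoskeleton genes, Gfap and Tubb3 were higher and Tekt1 was lower when adjusted over the list alone (median 0.01).
The NI libraries differed in these transcripts as well. The mitosis genes summed to 96.18 in NI replicate 1 and to 319 and 483.1 in NI replicates 2 and 3, against 66.54, 49.99 and 78.58 in the FT 2 weeks libraries. The cilium genes summed to 84.16, 621 and 359 in NI and to 59.52, 58.49 and 42.92 at 2 weeks after FT.

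**Figure D4:**
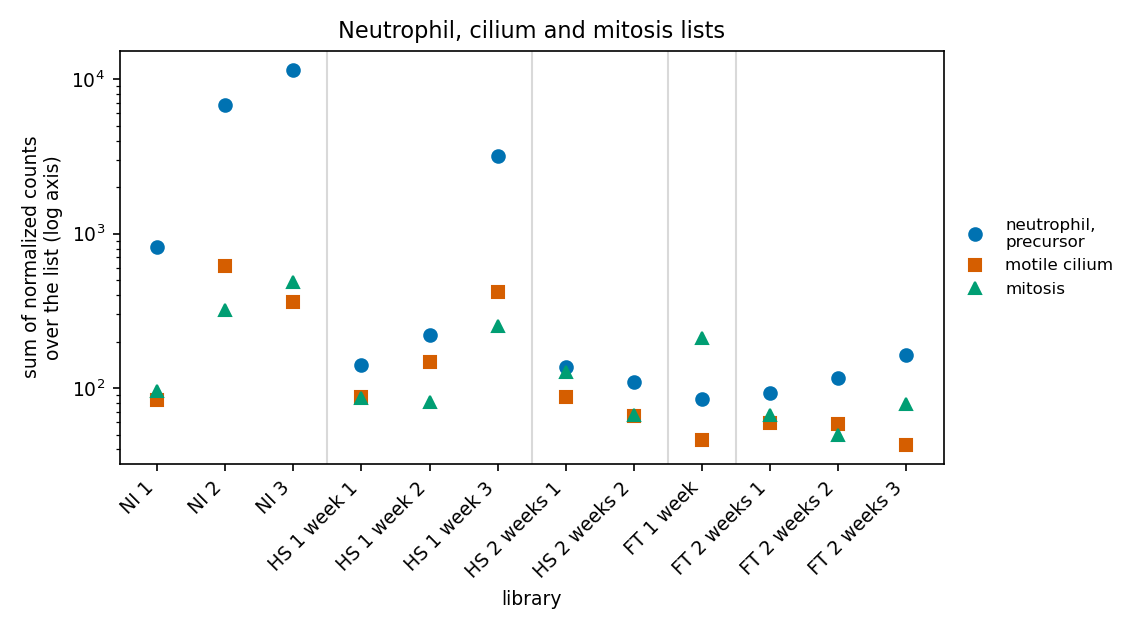
Sum of normalized counts (log axis) over the neutrophil, motile cilium and mitosis genes in each of the 12 libraries. Each point is 1 library, and in NI replicate 1 the cilium sum is 84.16 and the mitosis sum 96.18, below the other NI libraries.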

**Fig. 1:**
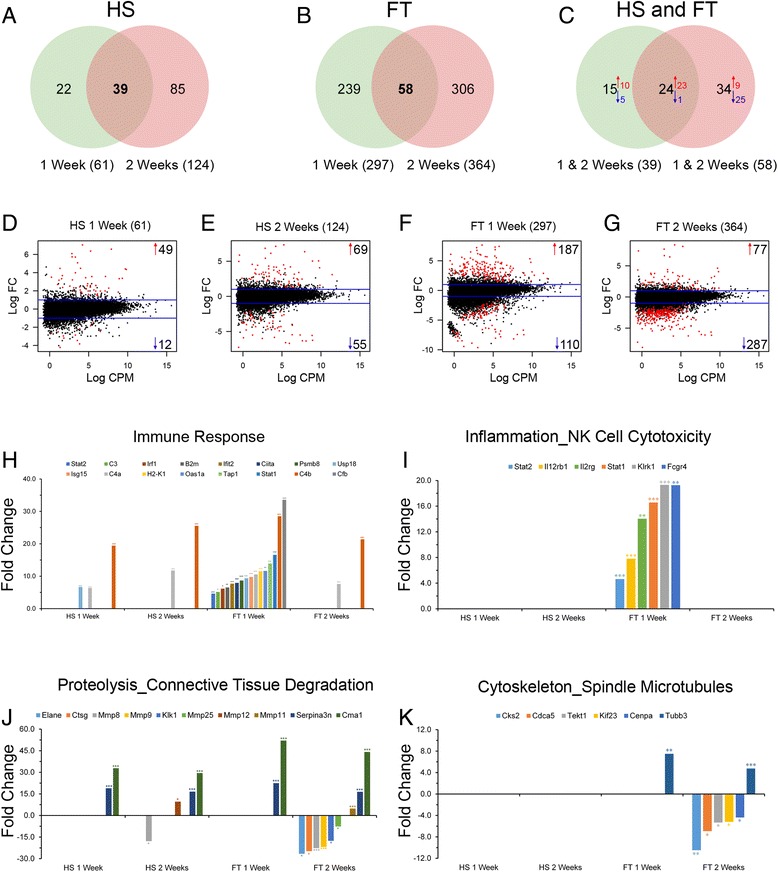
Astrocytic transcriptomic alterations after SCI. Venn diagrams indicating the number of deregulated genes in FACSed astrocytes (**a**–**c**) at different stages after HS and FT. Relationship between average gene expression and log fold-change in astrocytes (**d**–**g**) at different stages after HS and FT injuries. Bar graphs displaying astrocytic involvement in different pathways (**h**–**k**) at multiple time-points after HS and FT SCI. At 1 week after FT, astrocytes predominantly over-express genes that are involved in immune response and inflammation (**h** & **i**). At 2 weeks after FT, astrocytes down-regulate the expression of transcripts involved in connective tissue degradation and cytoskeleton re-organization (**j** & **k**). Values are log fold change (**d**–**g**) and actual fold change (**h**–**k**) ± SEM (*p < 0.05; **p < 0.01; ***p < 0.001 by un-paired *t* test)

Taken together, these results suggest that (1) the number of DE genes in astrocytes are higher after FT compared to HS injury, (2) astrocytic response after injury depends on both time- and lesion severity, (3) at 1 week after HS astrocytes only marginally participate in inflammatory process followed by inhibition of immune response at 2 weeks after HS and (4) at 1 week after FT astrocytes promote immune response and inflammation, followed by inhibition of connective tissue degradation and reduced proliferation.

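The FT 1 week library differed from the FT 2 weeks libraries, and limma-trend called no difference in time after HS. Between 1 and 2 weeks after FT, 17 genes rose and 46 fell by limma-trend, and the genes that fell were led by Iigp1 (log2 difference -5.98, standard error 0.58, adjusted p = 0.00168) and Gm12250 (-5.35, standard error 0.52, adjusted p = 0.00168). The quasi-likelihood test of edgeR called 40 genes and the likelihood ratio test 214, and limma-trend with only the compared groups in the model called 1543. Between 1 and 2 weeks after HS, no gene passed limma-trend, the quasi-likelihood test or this likelihood ratio test, 1 passed the likelihood ratio test with TMM, and 266 genes had an unadjusted p under 0.05. The change with time differed between the severities for 14 genes, 3 with a higher and 11 with a lower difference after FT. For Klrk1 this interaction was -3.67 (standard error 0.47, adjusted p = 0.0192 from limma-trend) and for Iigp1 -6.10 (standard error 0.74, adjusted p = 0.014 from limma-trend). The quasi-likelihood test called 9 genes for the interaction and the likelihood ratio test 114. All of these differences, except those between the HS times, rest on the FT 1 week library. From the numbers of DE genes and the pathways of the genes in them, the paper proposes that the astrocytic response depends on time and lesion severity. It proposes that HS involves little inflammation at 1 week and inhibition of the immune response at 2 weeks, and that FT involves immune response and inflammation at 1 week, then inhibition of connective tissue degradation and less proliferation.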

### Resident mature astrocytes express neuronal progenitors and GABAergic markers associated with neural stem cell marker Fgfr4 over-expression after SCI

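At 2 weeks after FT, Tubb3 was the only one of 10 neuronal progenitor genes that was higher when adjusted over the list alone. Its log2 fold change was 2.34 (standard error 0.42), with an adjusted p of 0.122 over all genes from limma-trend, 0.216 from the quasi-likelihood test of edgeR and 0.000983 from its likelihood ratio test. Cd24a and Sox4 were lower when adjusted over the list alone. No gene of the list passed limma-trend over all genes, and the likelihood ratio test called 1 higher and 3 lower. The median log2 fold change of the list was -0.06. Dcx, which encodes the microtubule protein doublecortin of migrating neuroblasts, had a log2 fold change of -0.33. Of 11 neural stem cell genes, the receptor gene Fgfr4 was higher when adjusted over the list alone and by the likelihood ratio test, and none passed limma-trend over all genes (median 0.11).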

Pathway analysis in astrocytes identified “neural stem cell lineage” at 2 weeks after FT (Additional file 3: Table S2) through the up-regulation of the neuronal progenitor gene βIII-tubulin (*Tubb3*, also known as *TUJ1*, Additional file 4: Figure S2). Increased *Tubb3* expression in astrocytes was observed at 1 and 2 weeks after HS and FT (Fig. 2b). 

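Every injured library had more Tubb3 transcripts than every NI library. The mean was 38.98 ± 26.53 normalized counts (SD, n = 3) in NI, 154.8 ± 64.45 (SD, n = 3) at 1 week and 143 ± 21.58 (SD, n = 2) at 2 weeks after HS, and 176.5 ± 11.47 (SD, n = 3) at 2 weeks after FT. The FT 1 week library had 259.7. The log2 fold changes were 2.05 (standard error 0.42) at 1 week after HS, 2.03 (standard error 0.47) at 2 weeks after HS and 2.90 (standard error 0.60) at 1 week after FT. None of these passed limma-trend over all genes (adjusted p = 0.275, 0.451 and 0.0746), and the likelihood ratio test of edgeR gave FDRs of 0.00751, 0.0281 and 0.00031. Tubb3 encodes a beta tubulin typical of neurons and lies on chromosome 8 of GRCm38 from 123411424 to 123422015. The NI libraries held 325 to 886 reads of the gene, so counting error is small beside the spread between libraries. Of 6 other beta tubulin genes none passed limma-trend (lowest adjusted p = 0.376), and the highest log2 fold change in each comparison was that of Tubb6, 0.71 and 0.89 after HS and 0.68 and 1.01 after FT. Between FT and HS, Tubb3 had log2 differences of 0.85 (standard error 0.60) at 1 week and 0.31 (standard error 0.47) at 2 weeks, neither past limma-trend (adjusted p = 1 and 0.962). NI replicate 1 had 69.62 normalized counts and the other NI libraries 23.94 and 23.39. Without NI replicate 1 all 4 comparisons passed, with adjusted p of 0.042, 0.0365, 0.00967 and 0.0104 from limma-trend.

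**Figure D5:**
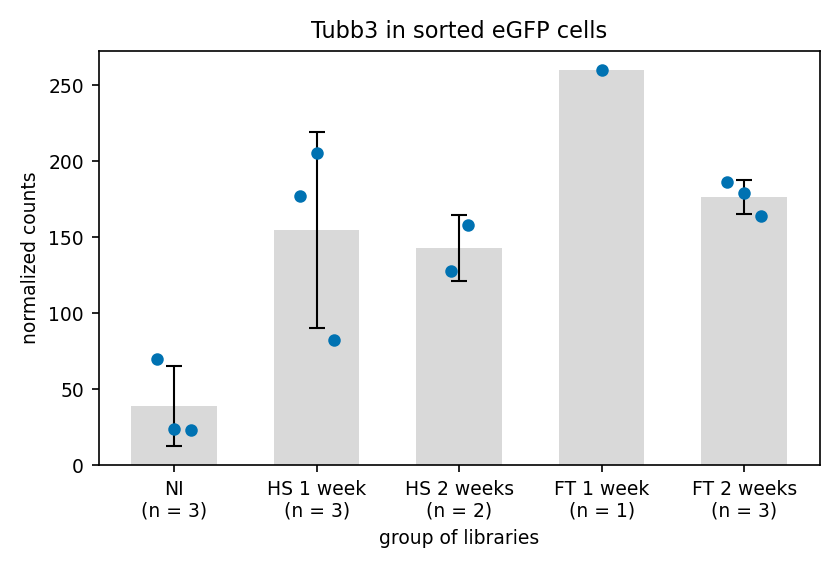
Normalized counts of Tubb3 by group. Bars are means, error bars are SDs and points are libraries, and the NI libraries lie between 23.39 and 69.62, below all injured libraries.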

Immunohistochemistry analysis confirmed βIII-tubulin expression in a sub-population of astrocytes located adjacent to micro-cavities within 750 μm distance to the lesion site (Fig. 2k–r). βIII-tubulin expression in astrocytes was also associated with a change in cell morphology from typical stellate shape to classical neuronal progenitor cells with bipolar or multipolar processes (Fig. 2o–r). Astrocytes in non-injured controls showed no βIII-tubulin expression (Fig. 2c–j). We then used FACS to deepen eGFP/βIII-tubulin co-expression analysis at single-cell level (Fig. 2s–w). Unlike non-injured controls, eGFP/βIII-tubulin co-expressing cells were specifically observed after HS (Fig. 2v & w). FACS analysis revealed that at 2 weeks after HS injury 14.96 % of astrocytes expressed βIII-tubulin (Fig. 2w). To examine the origin of eGFP/βIII-tubulin co-expressing cells, we then carried out BrdU injection in Aldh1l1-EGFP mice and found no BrdU incorporation in eGFP/βIII-tubulin co-expressing cells, suggesting that these cells are derived from resident mature astrocytes (Fig. 3a–g). To determine whether transdifferentiated astrocytes express other neuronal progenitor markers, we used doublecortin immunostaining (DCX, another classical neuronal progenitor marker) and found that eGFP/βIII-tubulin co-expressing cells also express DCX (Fig. 4f–j). Astrocytes in non-injured controls showed no βIII-tubulin or DCX expression (Fig. 4a–e).

**Fig. 2:**
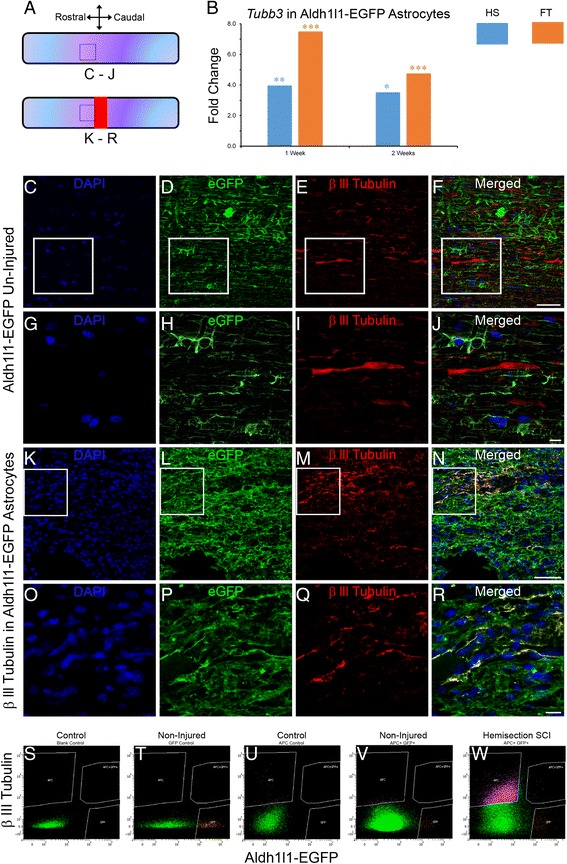
Astroglial conversion into neuronal progenitor cells after SCI. Schematic drawing of longitudinal spinal cord sections from non-injured control and after FT illustrating the lesion site (red rectangle) and reference frames for displayed fields of view (**a**). Bar graph displaying up-regulation of βIII-tubulin (*Tubb3*) transcript in astrocytes at different stages after SCI (**b**). Confocal micrographs of astrocytes in un-injured control showing no eGFP/βIII-tubulin co-expression (**c**–**j**). Confocal micrographs confirming βIII-tubulin protein expression in a sub-population of astrocytes in Aldh1l1-EGFP mice at 2 weeks after FT (**k**–**r**). Representative flow cytometry analysis dot plots displaying eGFP/βIII-tubulin co-expression only in injured Aldh1l1-EGFP spinal cord 2 weeks after HS (**s**–**w**). Surrounded areas, designed as “APC + GFP+”, correspond to the eGFP/βIII-tubulin co-expressing cells. The X and Y-axis represent fluorescent intensity for GFP and βIII-tubulin, respectively. **s**–**u** represent multiple controls necessary for the FACS (see material and methods for details). Scale bars (**c**–**f**, **k**–**n**): 50 μm and (**g**–**j**, **o**–**r**): 10 μm. **a** Values are actual fold change ± SEM (*p < 0.05; **p < 0.01; ***p < 0.001 by un-paired *t* test). **c**–**j** non-injured and (**k**–**r**) FT 2 weeks

**Fig. 3:**
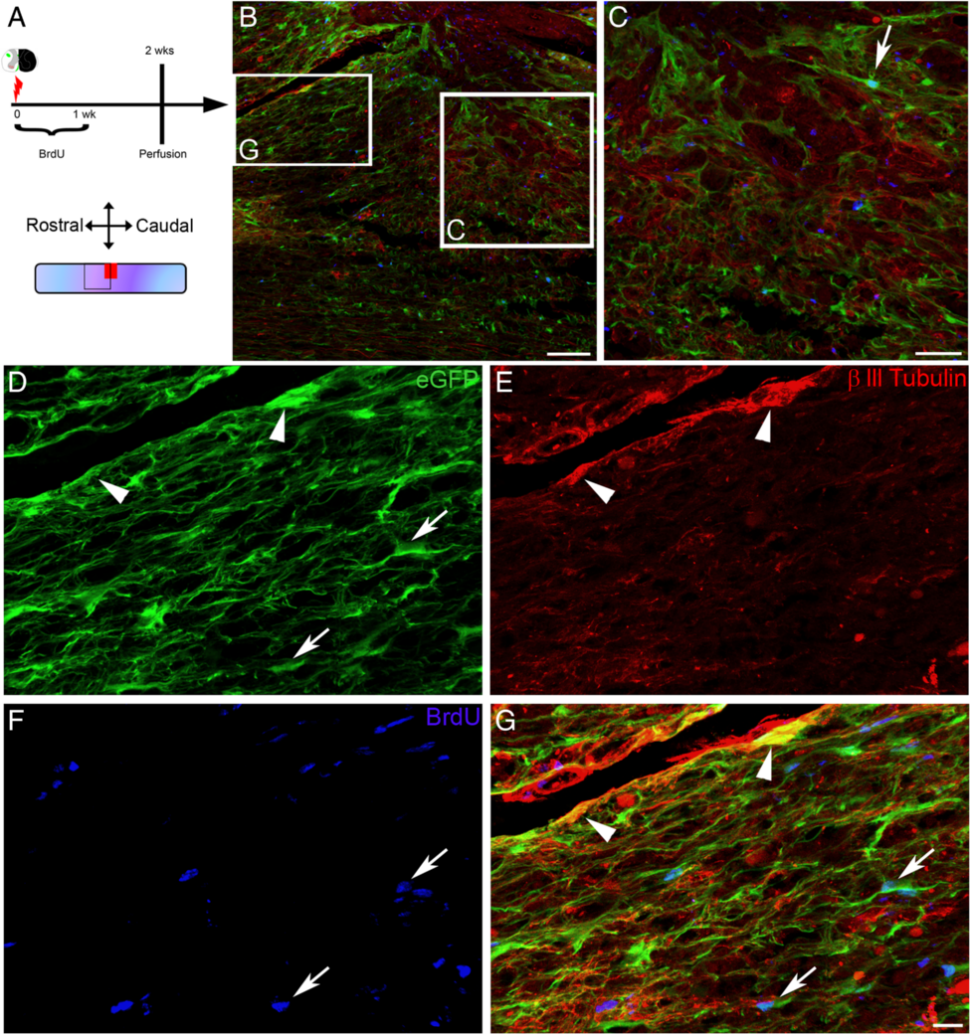
Transdifferentiation of local mature astrocytes into neuronal progenitors after SCI. Experimental time line for BrdU incorporation into newly formed astrocytes (**a**). Confocal mosaic micrograph showing the lesion site and reference frames for displayed fields of view in C and G (**b**). Confocal micrographs confirming BrdU incorporation into newly proliferated astroglia (arrows in **c**, **d**, **f** & **g**) but not in transdifferentiated astrocytes (arrowheads in **d**, **e** & **g**) in Aldh1l1-EGFP mice 2 weeks after HS. Scale bars (**b**): 100 μm, (**c**): 50 μm and (**d**–**g**): 20 μm. **b**–**g** HS 2 weeks

**Fig. 4:**
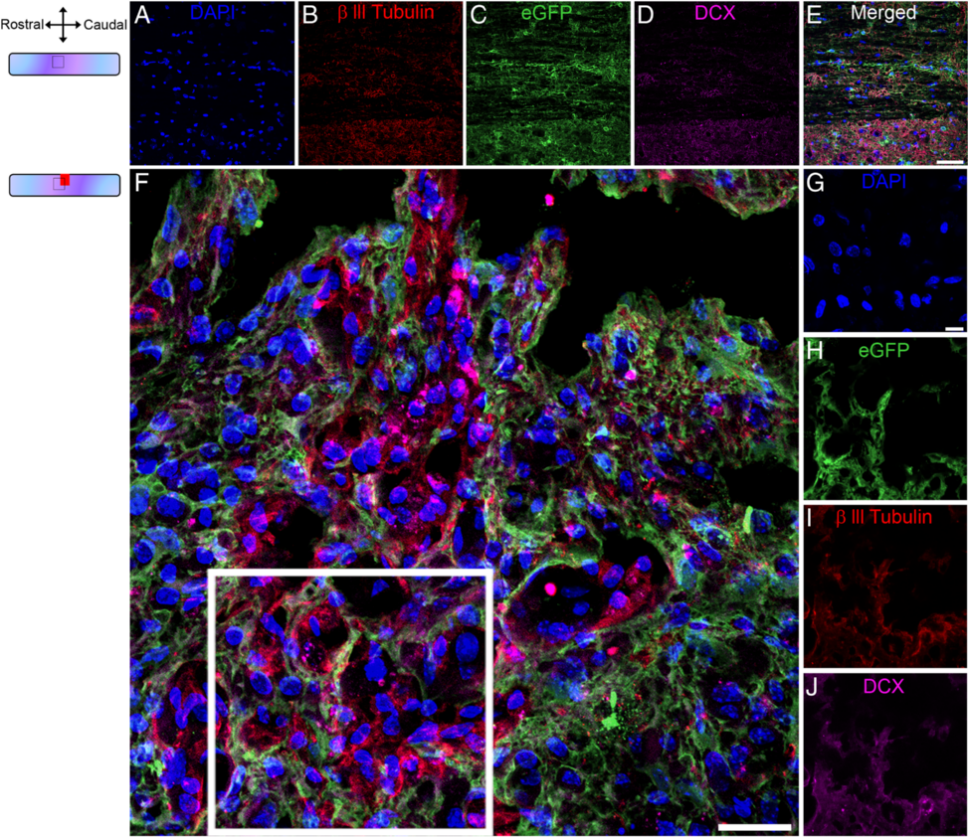
Doublecortin expression in astrocytes after SCI. Confocal micrographs showing DAPI (**a**), βIII-tubulin (**b**), astrocytes (eGFP, **c**) and DCX (**d**) expression in un-injured mice. No βIII-tubulin/eGFP/DCX co-expression was observed in un-injured astrocytes (**e**). Following SCI, transdifferentiated (eGFP/βIII-tubulin positive) astrocytes also expressed DCX (**f** & **h**–**j**). DAPI (**g**). Scale bars (**a**–**e**): 50 μm, (**f**): 25 μm, (**g**–**j**): 10 μm. **a**–**e** non-injured and (**f**–**j**) HS 2 weeks

To examine whether astrocytes-derived neuronal progenitors are subsequently converted into neurons, we performed immunohistochemistry to detect parvalbumin and glutamate decarboxylase (GAD 65/67) as markers for mature inhibitory GABAergic interneurons, as well as T-cell leukemia homeo box 3 (Tlx3/Rnx) and neuronal nucleus (NeuN) as glutamatergic and mature neuronal markers in Aldh1l1-EGFP mice (Figs. 5 and 6). In non-injured animals, astrocytes displayed typical stellate morphology with no parvalbumin or GAD 65/67 expression (Fig. 5a–d). Following lesion astrocytes displayed elongated morphology and showed parvalbumin expression within somata and primary processes (Fig. 5e–k). High magnification confocal analysis confirmed eGFP/parvalbumin co-expression in Aldh1L1-EGFP mice after lesion (Fig. 5j, k). The GABAergic interneuron identity of astrocytes-derived cells was further demonstrated by staining with antibody against GAD 65/67 (Fig. 5h, i). SCI-induced reactive astrocytes did not express glutamatergic or mature neuronal markers such as Tlx3/Rnx (Fig. 6a–h) and NeuN (Fig. 6i–r).

**Fig. 5:**
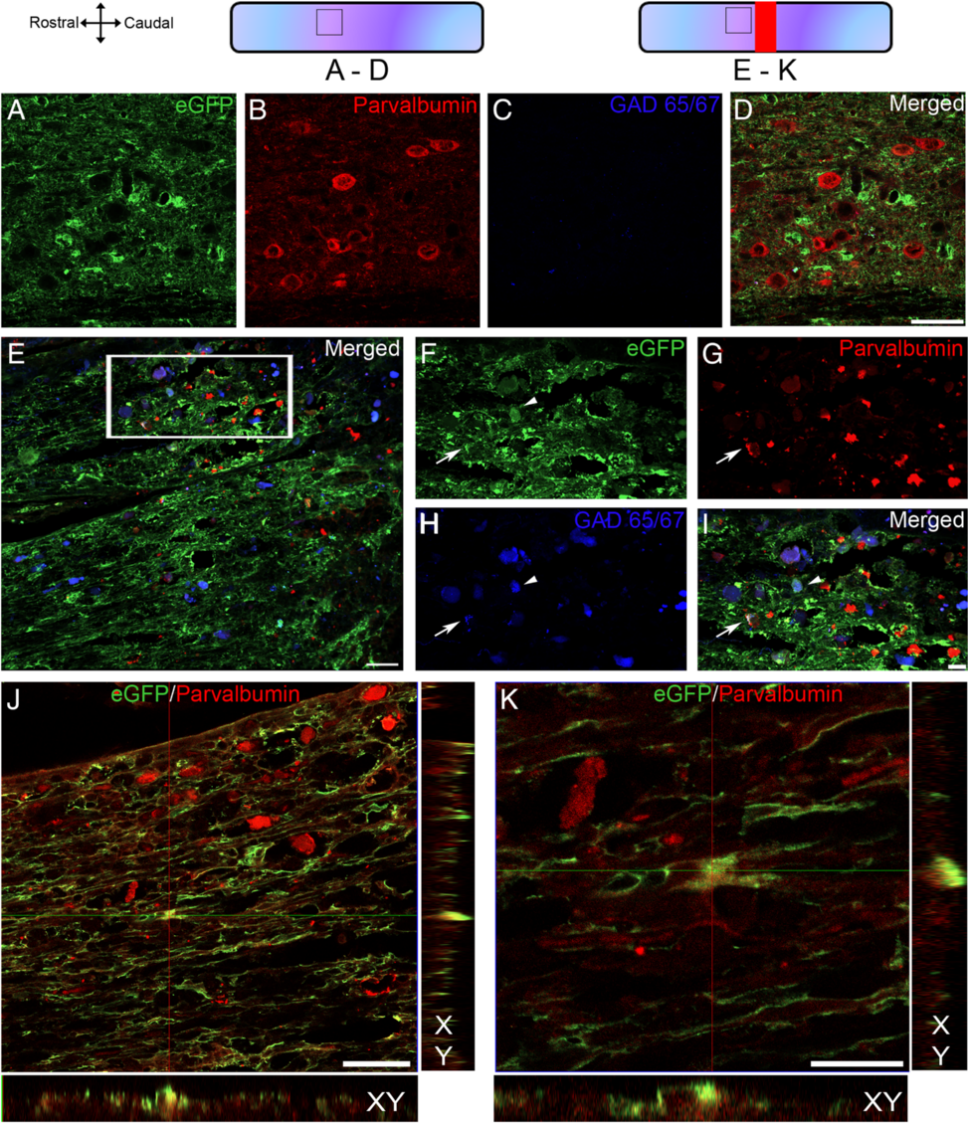
Astroglial transdifferentiation into GABAergic interneurons after SCI. Confocal micrographs showing parvalbumin and GAD 65/67 immunostaining in un-injured (**a**–**d**) and 6 weeks after FT lesion in Aldh1l1-EGFP mice (**e**–**k**). No eGFP/parvalbumin co-expression was observed in astrocytes of un-injured mice (**a**–**d**). Confocal mosaic micrograph showing the reference frames for fields of view displayed in F–I (**e**). At 6 weeks after FT triple eGFP/parvalbumin/GAD 65/67 expression was present within somata and primary cellular processes (arrow in **f**–**i**). A proportion of cells expressed double eGFP/GAD (arrowheads **f**–**i**) or eGFP/parvalbumin (**j** & **k**) proteins. Small insets in **j** and **k** are orthogonal projections of confocal z-stacks, which show eGFP co-localization with parvalbumin (confocal z-stack with XY, XZ, and YZ views). Scale bars(**a**–**d** & **e** & **j**) 50 μm and (**f**–**i** & **k**): 20 μm. (**a**–**d**) non-injured and (**e**–**k**) FT 6 weeks

**Fig. 6:**
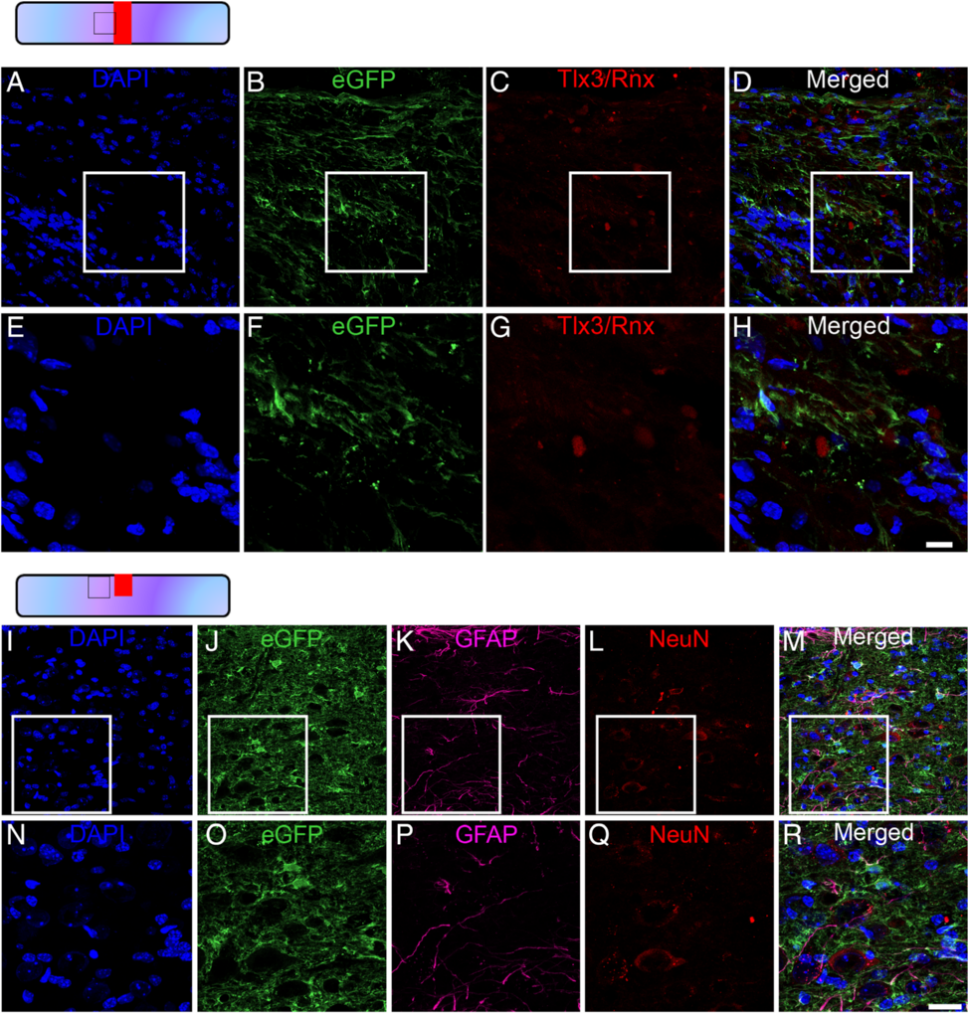
Lack of astroglial transdifferentiation into glutamatergic neurons after SCI. Confocal micrographs confirming no Tlx3/Rnx (**a**–**h**) and NeuN (**i**–**r**) co-expression by astroglial populations in Aldh1l1-EGFP mice after lesion. Scale bars (**a**–**d**, **i**–**m**): 50 μm, (**e**–**h**, **n**–**r**): 20 μm. **a**–**h** FT 2 weeks and (**i**–**r**) HS 6 weeks

To investigate the potential mechanisms responsible for astroglial transdifferentiation, we analyzed the expression of neurogenic markers in astrocytes after injury. We observed an increased expression of the gene encoding for fibroblast growth factor receptor 4 (*Fgfr4*), a neural stem cell marker [17], at 1 and 2 weeks after both lesion severities (Fig. 7a). 

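Fgfr4 was higher in every injured library than in every NI library. The mean was 2.246 ± 1.012 normalized counts (SD, n = 3) in NI, 11.28 ± 3.476 (SD, n = 3) at 1 week and 10.08 ± 4.802 (SD, n = 2) at 2 weeks after HS, 10.34 in the FT 1 week library and 9.816 ± 2.753 (SD, n = 3) at 2 weeks after FT. The log2 fold changes were 1.93 (standard error 0.37) and 1.75 (standard error 0.42) after HS, and 1.86 (standard error 0.53) and 1.75 (standard error 0.37) after FT. None passed limma-trend over all genes (adjusted p = 0.204, 0.454, 0.199 and 0.229), and the likelihood ratio test of edgeR gave FDRs of 0.00376, 0.0189, 0.0445 and 0.00565. Of 16 genes of FGF signalling, Fgfr4 was the only one higher in all 4 comparisons when adjusted over the list alone. Spred2 and Spry4, which encode inhibitors of the pathway, were lower at 1 week after FT when adjusted over the list alone. The list's median log2 fold change lay between -0.43 and 0.19. Fgfr4 lies on chromosome 13 of GRCm38 from 55152640 to 55168759. The gene had 18 to 40 reads in each NI library and 57 to 184 in each injured library. Without NI replicate 1, the change at 2 weeks after FT passed limma-trend (log2 fold change 1.96, adjusted p = 0.0376).

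**Figure D6:**
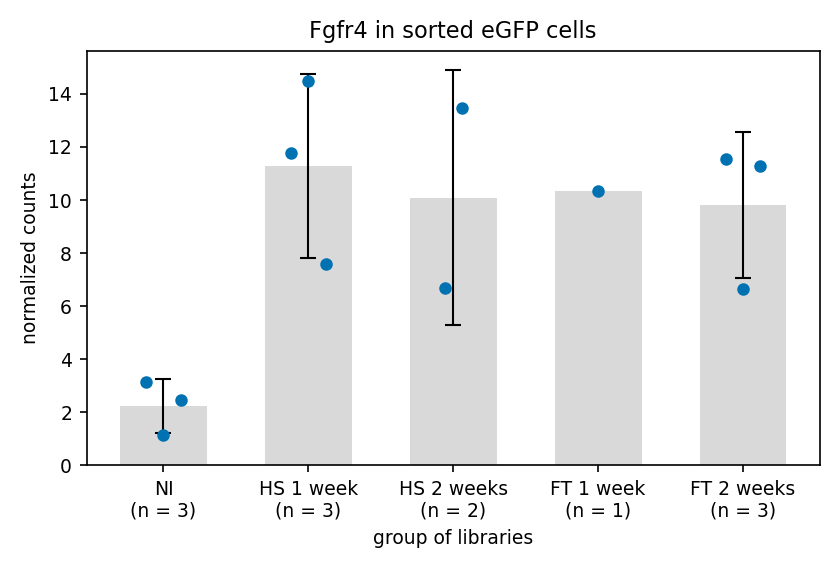
Normalized counts of Fgfr4 by group. Bars are means, error bars are SDs and points are libraries, and the NI libraries lie between 1.149 and 3.143 and the lowest injured library at 6.641.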

Morphologically, Fgfr4 protein expression was evident in elongated astrocytic cytoskeleton and closely matched GFAP expressing profiles in non-injured control (Fig. 7b–k) and injured spinal cord (Fig. 7l–u). SCI triggered a clear increase in Fgfr4 expression in astrocytes located adjacent to the lesion site (Fig. 7o). Average Fgfr4 area fraction expression 1000 μm^2^ rostral and 1000 μm^2^ caudal to the lesion site revealed significant increase compared to non-injured throughout 6 weeks after FT injury (Fig. 7v). The peak in Fgfr4 protein expression was observed at 72 h with over 8-fold increase in area fraction compared to non-injured control (Fig. 7v). Further analysis revealed greater increase in Fgfr4 expression rostral compared to caudal segment of the lesion site (Fig. 7w, x).

**Fig. 7:**
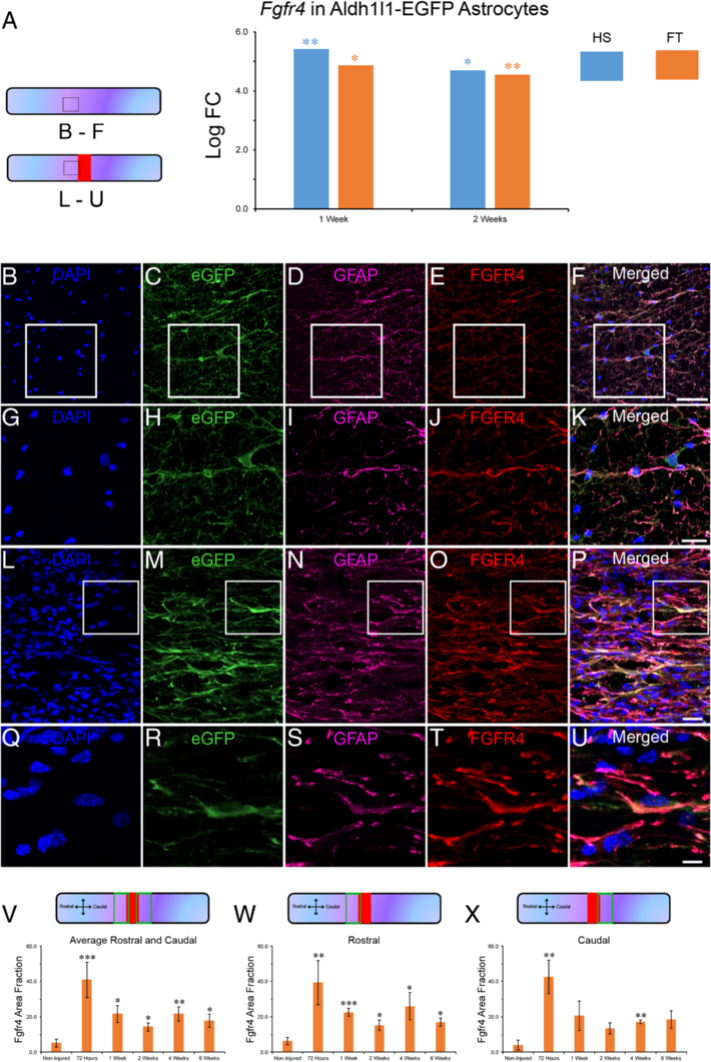
Up-regulation of *Fgfr4* in astrocytes after SCI. Bar graph displaying increased *Fgfr4* transcript expression in astrocytes (**a**). Confocal micrographs confirming astrocytic Fgfr4 protein over-expression after injury in Aldh1l1-EGFP mice (**l**–**u**) as compared to un-injured mice (**b**–**k**). Morphologically, Fgfr4 expression was identical to GFAP and eGFP profiles in Aldh1l1-EGFP mice. DAPI staining (**b**, **g**, **l** & **q**). Bar graphs displaying increased Fgfr4 protein expression at multiple stages after FT injury (**v**–**x**). Note that injury-induced increase in Fgfr4 protein expression is shown as an average of both rostral and caudal segments combined (green rectangles, **v**) as well as rostral (**w**) and caudal (**x**) segments individually. Scale bars (**b**–**f**): 50 μm, (**g**–**k**): 20 μm, (**l**–**p**): 25 μm, (**q**–**u**): 10 μm. **a** Values are actual fold change ± SEM (*p < 0.05; **p < 0.01 by *t* test). **v**–**x** Values are area fractions ± SEM (*p < 0.05; **p < 0.01; ***p < 0.001 by un-paired *t* test). **b**–**k** un-injured and (**l**–**u**) FT 4 weeks

Altogether, these data demonstrate SCI-induced astrocytic conversion towards neuronal progenitor and subsequently GABAergic interneurons lineage. Astrocytic transdifferentiation is strongly associated with over-expression of the neural stem cell marker Fgfr4.

### Glial transdifferentiation continues up to 6 weeks post-lesion

We finally examined SCI-induced astroglial transdifferentiation in adult spinal cord at multiple stages after different lesion severity (Fig. 8). Time-course analyses in Aldh1l1-EGFP mice revealed that astrocytic co-expression of the βIII-tubulin protein starts as early as 72 h following injury and showed a peak between 1 and 2 weeks post-lesion reaching over 11.1 % after FT injury (Fig. 8f). By 6 weeks after lesion only 2.9 and 1.2 % of astrocytes continued to express βIII-tubulin in HS and FT groups, respectively (Fig. 8f).

**Fig. 8:**
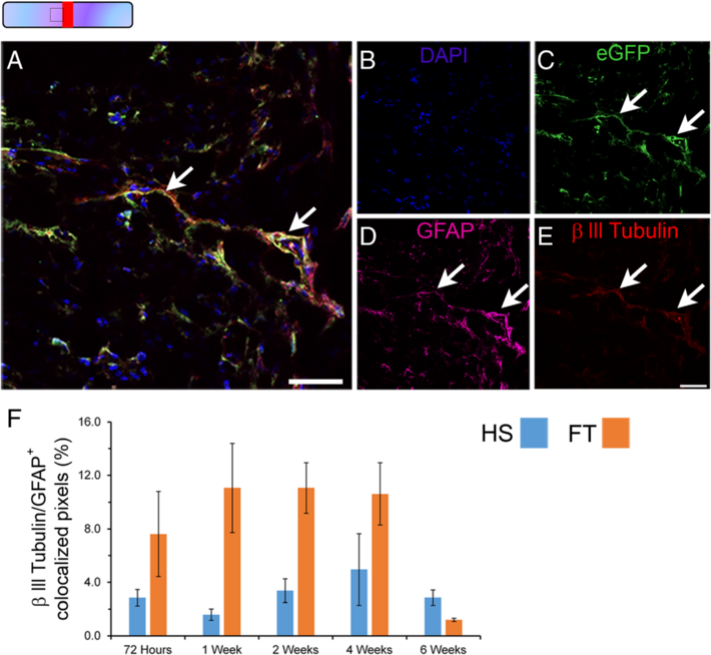
Astroglial transdifferentiation continues up to 6 weeks after different lesion severity. Confocal micrographs showing merged of DAPI (**b**), eGFP (**c**), GFAP (**d**) and βIII-tubulin (**e**) expression in Aldh1l1-EGFP mice 4 weeks after FT injury (**a**). Quantitative analysis of GFAP/βIII-tubulin (**f**) co-expressing cells (arrows) in the 2 lesion severities at multiple stages after SCI. Scale bars (**a**–**e**): 50 μm. Bars represent mean ± SEM. **a**–**e** FT 4 weeks

These data demonstrate that astrocyte transdifferentiation towards neuronal lineage starts early after injury peaking by 1 week post-lesion and continues to a lower level up to 6 weeks (the longest time-point we have investigated in this study) following both injury severities.

## Discussion

Findings of the current study indicate that astrocytes undergo specific transcriptomic alterations after SCI that depends on both time post-lesion and injury severity. Importantly, SCI induces astrocytic conversion (both morphologically and via βIII-tubulin and DCX expressions) towards neuronal progenitors and subsequently GABAergic interneurons (see Fig. 9). Increased astroglial transdifferentiation is associated with over-expression of the neural stem cell marker Fgfr4 and continues up to 6 weeks after CNS injury. These findings represent the first cell-specific transcriptomic analysis of astrocytes after different lesion severities providing a novel insight into astroglial plasticity.

**Fig. 9:**
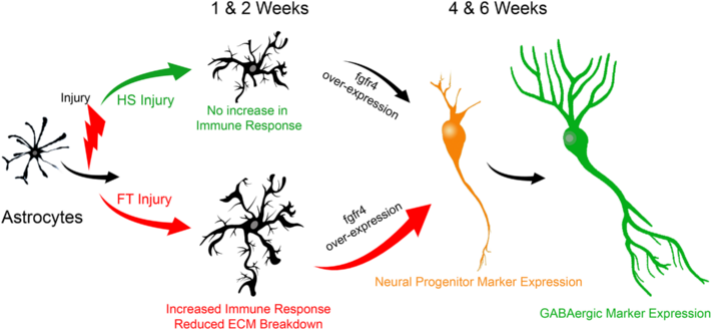
Schematic cartoon illustrating the overall astrocytic response after SCI. Astrogliosis after SCI depends on both time post-injury and lesion severity. At 1 week after HS astrocytes undergo moderate activation and do not promote an immune response by 2 weeks after HS SCI. On the other hand, at 1 week following FT astrocytes undergo marked activation and actively promote immune response/inflammation followed by reduced extracellular membrane breakdown at 2 weeks after FT. Concurrently, a sub-population of local astrocytes transdifferentiates into neuronal progenitor and subsequently GABAergic interneurons via fgfr4 over-expression

### Heterogeneous astrocytic response after SCI

Astrogliosis is a pathological hallmark of SCI involving not only morphological hypertrophy but also pronounced changes at molecular and functional levels [2, 18]. Contradictory reports on astrocytic response after SCI has been reported including increased [3] and inhibition of neuroinflammation [4]. Our data provide the first evidence of a heterogeneous astrocytic response after SCI that depends on both time post-lesion and injury severity. Specifically, astrogliosis after FT may be detrimental for regeneration by promoting neuroinflammation (1 week) and inhibiting extracellular re-modeling (2 weeks), whereas astrocytic response after HS may be beneficial by an absence of increase (1 week) and down-regulation of immune response (2 weeks). Our data provide the first evidence for the general consensus that astrocytic response after SCI depends on numerous factors including lesion severity, time post-injury as well as distance to the lesion epicenter [2, 18]. Heterogeneous astrocytic response has been reported after lipopolysaccharide injection and stroke [14] as well as at different stages of Alzheimer’s disease [13]. Altogether, these findings demonstrate that astrogliosis depends on multiple factors including the type of inducing stimulus, time after activation and injury severity.

### Transdifferentiation of astrocytes towards neuronal lineage after SCI

Another important finding from our study is the autologous transdifferentiation of resident mature astrocytes into neuronal progenitors and subsequently GABAergic interneurons after SCI. Previous studies have reported SCI-induced expression of progenitor markers by astrocytes including Sox2 and nestin [19, 20]. However, contrary to our findings, no study had shown spontaneous astroglial conversion into neuronal progenitors or adult neurons. One reason for this discrepancy may be due to markers used to label astrocytes. All the mentioned studies had relied on GFAP as a marker of astrocytes, whereas we have used Aldh1L1 expression that has been shown to be a more pan astrocytic marker than GFAP [15]. Our findings provide evidence that a small population of resident astrocytes are spontaneously reprogrammed towards GABAergic interneurons in vivo after CNS injury. Lack of BrdU incorporation into eGFP/βIII-tubulin co-expressing cells confirmed that the origin of these cells are transdifferentiated resident astrocytes rather than newly formed astrocytes. Comparison between the two lesion severity showed greater level of eGFP/βIII-tubulin co-expression after severe SCI, suggesting that greater astrocytic activation and enlarged lesion area may also play important roles in astrocyte transdifferentiation toward neuronal lineage.

More recent findings suggest that enforced expression of neurogenic factors including *Notch* [21], *Sox2* [22], *NeuroD1* [23], *Shh* [24], *Ascl1*, *Brn2* and *Myt1l* [25] can directly convert astrocytes into functional neurons in vivo. However, we found no significant over expression of these transcripts, suggesting that other signaling molecules may be involved in autologous astrocytic transdifferentiation towards neuronal lineage after SCI. In this regard, we have identified the fibroblast growth factor receptor 4 (*Fgfr4*) as a potential autologous modulator of astrocytic transdifferentiation following SCI. This is, to our knowledge, the first demonstration that Fgfr4 protein is expressed in astroglial cells and its expression is increased in activated astrocytes following CNS injury. 

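None of the 7 measured genes of this set was higher by limma-trend, by the likelihood ratio test of edgeR or when adjusted over the set alone. Sox2, a transcription factor of neural stem cells, had 27.04 ± 10.1 normalized counts (SD, n = 3) in NI and log2 fold changes of -0.44 and -0.83 after HS and -1.43 and -0.58 after FT, at 1 and 2 weeks in turn (adjusted p = 0.822, 0.737, 0.396 and 0.636 from limma-trend). The log2 fold changes of Notch1 lay between -0.34 and -0.18, those of Myt1l between -0.91 and -0.55, and those of Pou3f2 (Brn2) between -1.61 and 0.27. Notch2 lay between -0.40 and 0.28 and Notch3 between -0.48 and 0.41. The median of the set was -0.35 and -0.55 after HS and -0.77 and -0.40 after FT, with camera adjusted p between 0.29 and 0.412 with an estimated correlation. The deposited table has no gene under the symbols Neurod1 or Shh.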

Interestingly, the peak increase in Fgfr4 protein expression in astrocytes was observed at 72 h post-lesion, whilst the peak increase in βIII-tubulin protein expression was not observed till 1 week post-lesion, suggesting that Fgfr4 protein over-expression precedes astroglial conversion towards neuronal lineage.

The 4 subfamilies of fibroblast growth factor receptors (Fgfr1-4) play multiple functions in progenitor cell proliferation and neuronal differentiation [26]. Endogenously expressed Fgfr4 ligand (Fgf4) promotes embryonic stem cell differentiation towards neuronal lineage [27] and elevated Fgf4 is essential for astrocytic conversion into neuronal progenitor-like cells [28]. 

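Fgfr2 had 210.9 ± 45.67 normalized counts (SD, n = 3) in NI and 221.8 ± 27.95 (SD, n = 3) at 1 week after HS, and its log2 fold changes lay between -0.07 and 0.14 in the 4 comparisons (adjusted p of at least 0.834 from limma-trend). Fgfr1, on chromosome 8 of GRCm38 from 25513654 to 25575718, had 64.28 ± 52.93 (SD, n = 3) in NI and 54.68 ± 31.62 (SD, n = 3) at 1 week after HS, with log2 fold changes between -0.74 and 1.01 (adjusted p of at least 0.559 from limma-trend). Fgfr3, a receptor gene typical of astrocytes on chromosome 5 from 33721674 to 33737068, had 149.2 ± 107.3 (SD, n = 3) in NI and 139.7 ± 132.1 (SD, n = 3) at 1 week after HS. The libraries of both groups overlapped, from 29.29 to 236 in NI and from 10.52 to 274.6 at 1 week after HS. Its log2 fold change at 1 week after HS was -0.54 (standard error 1.14, adjusted p = 0.928 from limma-trend and FDR = 0.998 from the likelihood ratio test of edgeR). The lowest log2 fold change of Fgfr3 was -2.75, at 1 week after FT, where the library had 15.31 normalized counts. Fgfr3 was also low in NI replicate 3 (29.29), HS 1 week replicate 3 (10.52) and HS 2 weeks replicate 1 (22.2). These libraries and the FT 1 week library had the lowest astrocyte sums, 3026 to 4368. Whether the level of Fgfr3 follows the content of astrocytes was not tested.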

We found no changes in *Fgfr1* and *Fgfr2* transcripts, whilst the gene encoding for *Fgfr3* was actually down-regulated 1 week after HS injury. Taken together, these findings suggest that Fgf4 action on astrocytes is most likely due to the activation of Fgfr4 rather than other fgf receptor family members. Elevated Fgfr4 expression in astrocytes may thus be critical for their transdifferentiation into neuronal progenitor-like cells after SCI.

A major difference between our findings and published reports is that whereas others had introduced extrinsic neurogenic factors to force astrocyte transformation into neurons, we observed here a spontaneous phenomenon. Equally important, none of the previous studies had shown time-course analysis of glial transdifferentiation in vivo. Altogether, these findings suggest that optimizing autologous glial transdifferentiation may be more effective in replacing neuronal loss and improving functional recovery following injury. The functional effect of astroglial transformation into neurons awaits further studies.

## Conclusion

Our data highlight that astrocytic response after injury is both time -and severity-dependent involving inhibition and stimulation of immune response after moderate and severe SCI, respectively. Importantly, we show that SCI induces astrocytic conversion towards GABAergic interneurons via transition through neural stem cell (Fgfr4) and neuronal progenitors (βIII-tubulin/DCX) stages. Further studies are required to establish whether astrocyte-derived interneurons can form functional synapses with the neighboring neurons and facilitate neurotransmission across the lesion site. Enforced Fgfr4 and βIII-tubulin expression in reactive astrocytes may promote greater astroglial transdifferentiation towards neuronal lineage and provide a novel therapeutic approach to replace neuronal demise and promote functional recovery after CNS injury.

## Additional files

Additional file 1: Figure S1. Specific eGFP expression of astroglial cells in Aldh1l1-EGFP mice. Confocal micrographs showing astrocytic eGFP expression in Aldh1l1-EGFP mice that was confirmed using GFAP immunostaining (A–C). Fluorescent micrographs showing lack of eGFP expression in microglia/macrophages (Iba1, D&E), oligodendrocytes (MBP, F) and neuronal (MAP2, G) populations in Aldh1l1-EGFP mice. Scale bars (A, F&G): 50 μm, (B&C): 10 μm, (D): 30 μm, (E): 15 μm. Representative flow cytometry analysis dot plot displaying control (H) and eGFP-expressing astrocytic profiles from un-injured (I) as well as after injury (J). Surrounded areas, designed as “P4”, correspond to the eGFP-expressing astrocytes. The X-axis represents fluorescent intensity and the Y axis cell size. RNA quality isolated from FACSed astrocytes (K).
Additional file 2: Table S1. Database of differential expression comparison of activated astrocyte RNA-Seq data relative to non-injured control astrocyte at 1 and 2 weeks after hemisection and full transection injuries.
Additional file 3: Table S2. Pathway analysis of differentially expressed genes in activated astrocytes after hemisection and full transection injuries.
Additional file 4: Figure S2. Induction of transdifferentiation pathways in astrocytes after SCI. Gene ontology pathway map analysis of deregulated genes in astrocytes demonstrate the induction of a neural development pathway. Thermometers indicate the deregulation of the gene (red: up-regulated; blue: down-regulated). Thermometers with “1” represent gene deregulation in astrocytes. Interactions between objects: green (positive or activation); red (negative or inhibition); grey (unspecified); B: Binding (physical interaction between molecules).

## Abbreviations

7-AAD: 7-aminoactinomycin
Aldh1L1: Aldehyde dehydrogenase 1 family member L1
DCX: Doublecortin
eGFP: Enhanced green fluorescent protein
FACS: Fluorescence-activated cell sorting
Fgfr4: Fibroblast growth factor receptor 4
FT: Full transection
GAD 65/67: Glutamate decarboxylase
HS: Hemisection
MMRRC: Mutant Mouse Regional Resource Centre
NeuN: Neuronal nucleus
NI: Non-injured
PBS: Phosphate base saline
PFA: Paraformaldehyde
RNA-Seq: RNA sequencing
SCI: Spinal cord injury
Tlx3/Rnx: T-cell leukemia homeo box 3

How the deposited data were processed for this re-analysis (not part of the article)

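Cells carrying eGFP under the Aldh1l1 promoter were sorted from the spinal cord of mice without injury (NI) and of mice 1 and 2 weeks after hemisection (HS) or full transection (FT), and their polyA RNA was sequenced. The 12 libraries comprise 3 of NI, 3 of HS 1 week, 2 of HS 2 weeks, 1 of FT 1 week and 3 of FT 2 weeks, grouped by the labels deposited with them. The authors aligned the reads to mm10 (GRCm38) with TopHat2 2.0.9, counted them per gene with HTSeq 0.5.4p3, removed genes with few counts and normalized the rest by library size in edgeR 3.3.6. The deposited signal values are gene counts that the authors divided by 1 factor per library (normalized counts), 1 column per library, for 16389 genes. They are close to CPM of scaled library sizes, and columns total between 846082 and 1133494. Each column was checked for a single factor that turns its values into whole reads, and 100% of the values came out whole within 1e-06. The ratio of this factor to one computed with TMM was 1.001 in every library. The recovered reads were 8270643 to 15562378 per library, and intervals from these reads cover counting error only. Every gene in the table has at least 18 reads in its best group. Gene positions are those of the GRCm38 annotation, in which 15344 of the 16388 tested symbols (93.6%) were found.

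Log2 of the normalized counts plus 1 was tested with limma 3.58.1 (limma-trend) in R 4.3.3, in 1 model with a term for each of the 5 groups. The prior degrees of freedom were 3.687 and the residual degrees of freedom 7. Genes with a mean of at least 0.5 in at least 1 group were kept. Comparisons were each injured group against NI, FT against HS at each time, 2 weeks against 1 week after each injury, and the interaction of time and severity. Adjusted p-values are those of Benjamini and Hochberg over the tested genes. Overlaps between comparisons were set beside 100 simulations of unchanged groups that share their NI libraries, and beside the number expected of independent lists. Gene lists for cell types and functions were fixed before the data were examined, and were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Members of a list were also counted after adjustment over the list alone. These lists are named at their results, and the lists of Fig. 1h to Fig. 1k come from the study itself. The genes named are those the paper names, up to 10 called genes with the largest rise and 10 with the largest fall per comparison with NI whose injured libraries all lie beyond every NI library and whose mean is at least 5 times the filter minimum, and up to 4 called members of each list. Some genes under this rule are not reported here. Values in the supplementary tables of the paper, which come from these libraries, had been seen when the rule was written. Some members of the other lists may have been seen there as well. Counts and camera p-values of the lists may therefore not be independent of these data. Further genes are named from the lists adjusted alone and from a search described with the other observations, and were chosen after their values were seen.

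The tests were tested on simulated data with 200 changed genes in groups of the same sizes. The alternatives set before the data were examined were pseudocounts of 0.25 and 4, no filter and a stricter filter, rescaling by median ratios or to the same total, the adjusted p alone, only the compared groups in the model, the model without the FT 1 week library, array quality weights, a block for the replicate number, each replicate left out in turn, equal group sizes, the quasi-likelihood test of edgeR 4.0.16 with TMM, its likelihood ratio test with library size scaling, and DESeq2 1.42.0. A further likelihood ratio test was added after the values were seen. It used the library sizes implied by the deposited values and common, trended and tagwise dispersions. Its repeats without each replicate, and a likelihood ratio test with TMM, were also added then. The implied factors were 1.001 times those of TMM in every library, so scaling alone does not account for the different counts of these tests. Where a passage gives a likelihood ratio test, it is the one with trended and tagwise dispersions. Immunostaining and flow cytometry were not analysed here.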

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

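The tests of the lower transcripts at 2 weeks after FT, of the share of microglia in the FT 1 week library and of Tubb3 were chosen after the results were seen, and so was the likelihood ratio test.

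Several results set the FT 1 week library apart from other groups by a test of the difference itself, in which that arm has 1 library. Limma-trend called 57 genes between FT and HS at 1 week, 63 between 2 weeks and 1 week after FT, and 14 for the interaction of time and severity. The interactions with the smallest p were those of Gm15070 (log2 -4.88), Gbp1 (-5.81), Susd4 (5.77) and Mrap2 (-4.66), and all of these differences rest on the FT 1 week library. Other results concern genes that the text of the paper does not discuss. Apoc1 rose at 2 weeks after HS (log2 fold change 4.10) and at 2 weeks after FT (3.11), and Mcpt2 (5.67), Tpsab1 (5.10) and Myzap (3.15) rose at 2 weeks after FT. For all of these genes every injured library was above every NI library.

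Interferon and antigen presentation transcripts were high in the FT 1 week library. A higher sum of microglia and macrophage genes does not account for them. HS 1 week replicate 3 and HS 2 weeks replicate 1 had higher sums (12380 and 11670). Yet 41 of the 44 interferon and MHC class I genes were higher in the FT 1 week library than in both. The sum mixes microglia and macrophages, and single genes went both ways. Against these libraries, Aif1 was higher in the FT 1 week library (466.7 against 132.2 and 235.6) and P2ry12 lower (189.1 against 619.9 and 459). More macrophages or other immune cells in that library are therefore not excluded. A feature of 1 library rather than of the condition stays open, because the group has 1 library. A response to FT at 1 week therefore cannot be told apart from a feature of that library, its content of immune cells included.

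Neutrophil, cilium and mitosis transcripts were lower at 2 weeks after FT by the likelihood ratio test. It called 286 lower genes in all. This count was 56 to 96 without NI replicate 2 or 3 or without 1 of the FT 2 weeks libraries. It was 877 without NI replicate 1 and 311 to 556 without 1 of the HS 1 week libraries. The FT 2 weeks libraries had 0.9294 of the mean reads of NI. This ratio cannot decide whether fewer reads play a part, because the counts are already scaled for library size. The median log2 fall was -1.73 over the 286 genes that were lower by the likelihood ratio test. A response to FT that HS lacks is argued against by a median log2 difference between FT and HS at 2 weeks of -0.33 (quartiles -0.60 and -0.10). Cells of these types in NI replicates 2 and 3 alone are left open over the 286 genes, which in NI replicate 1 were above the FT 2 weeks mean by a median log2 ratio of 0.61 (quartiles 0.31 and 0.93), against 2.45 and 2.25 in NI replicates 2 and 3. By set, the ratio in NI replicate 1 was 2.04 for the neutrophil genes, which goes against this explanation for them, 0.52 for the cilium genes and 0.34 for the mitosis genes, and in HS 1 week replicate 3 it was 4.23, 2.55 and 1.59.

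Tubb3 was higher in every injured library than in every NI library. Neurons in the sort are argued against by the neuron list, whose highest median log2 fold change was 0.15, although its member Eno2 moved with Tubb3 (1.52 to 1.77). Reads shared with other beta tubulin genes are argued against by the fold changes of these genes, which were below that of Tubb3 by at least 1.14 on the log2 scale in each comparison. A larger share of astrocytes is argued against by the astrocyte list, whose medians were 0.11 and -0.42 after HS and -1.47 and 0.71 after FT (upper quartile 0.89), against 2.03 to 2.90 for Tubb3, and a larger share of oligodendrocytes by a highest median of 0.50. A response of the sorted cells to injury may remain as a hypothesis, found and tested on the same libraries.

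The groups of 3 libraries give 10 splits of 6 libraries, which are too few for a share under 0.05. At 1 week after HS limma-trend called 1 gene in the real split and 1653 in the highest of the others, and 3 splits, the real one among them, called at least as many as the real one. With the likelihood ratio test these values were 61, 2280 and 2 splits, again with the real one. The highest split sets NI replicate 1 and HS 1 week replicates 1 and 2 against NI replicates 2 and 3 and HS 1 week replicate 3, which points to a structure of the samples that does not follow the injury. At 2 weeks after FT limma-trend called 7 genes in the real split and 0 in every other, and the likelihood ratio test called 363 in the real split and at most 161 in another, so that 1 split, the real one, reached the real count with each test.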

How the results depend on the processing

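The likelihood ratio tests with trended and tagwise dispersions and with TMM were chosen after the results were seen. The direction of every named gene that was called was kept under all alternatives run, and of 11092 gene values compared 334 changed sign, all of genes called in neither fit. Of the values for Tubb3 and Fgfr4, 192 stayed on the same side of the threshold and 44 passed it. No filter, the stricter filter, median-ratio rescaling, the adjusted p alone and the model without the FT 1 week library left every count they give within 1.5 times its value, and the last gives none that needs FT 1 week. FT 1 week has no replicate, its library is assumed to vary like the others, and its 8270643 reads limit the precision of its low genes. The cause was not tested for any of the changes below, except that fewer libraries and other tests make other counts by construction.

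Counts are given in the order HS 1 week, HS 2 weeks, FT 1 week, FT 2 weeks, FT against HS at 1 week, the times after FT, interaction, both times after HS, both times after FT and all 4 comparisons, against 1, 2, 74, 7, 57, 63, 14, 1, 3 and 1. With only the groups compared they were 0, 0, 0, 14, 0, 1543, 9, 0, 0 and 0. With array quality weights they were 1267, 76, 928, 1447, 227, 295, 110, 74, 376 and 64, and Tubb3 passed at 2.65, 2.41, 3.27 and 2.73 and Fgfr4 at 2.25 (HS 1 week), 2.10 (FT 1 week) and 1.94 (FT 2 weeks). With the likelihood ratio test and library size scaling they were 49, 66, 263, 267, 97, 166, 73, 29, 35 and 21, and Tubb3 passed at 1.80, 1.76, 2.49 and 2.09 and Fgfr4 at 2.12, 2.04 and 2.03 (not at FT 1 week). With DESeq2 they were 84, 113, 370, 333, 125, 222, 120, 51, 78 and 36, with Tubb3 at 2.00, 1.88, 2.74 and 2.19 and Fgfr4 at 2.34, 2.18, 2.22 and 2.16. With trended and tagwise dispersions they were 61, 124, 297, 363, 114, 214, 114, 39, 58 and 24, with Tubb3 at 1.99, 1.88, 2.74 and 2.18 and Fgfr4 at 2.33, 2.17, 2.21 and 2.13. With the likelihood ratio test and TMM they were 71, 80, 274, 281, 106, 184, 95, 43, 47 and 31, with 1 between the times after HS, and Tubb3 passed at 1.99, 2.74 and 2.18 (not at HS 2 weeks) and Fgfr4 at 2.33, 2.17, 2.21 and 2.13.

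With pseudocount 0.25, HS 2 weeks had 4 genes. With pseudocount 4, HS 1 week had 2, FT 2 weeks 4, the interaction 51, both times after HS 2 and all 4 comparisons 2. With the same total per library the interaction had 7, and the FT 1 week genes were 44 higher and 21 lower, against 61 and 13. This rescaling shifted the median log2 fold change of all genes by -0.176, -0.142, -0.249 and -0.117. With the quasi-likelihood test, FT 2 weeks had 4, FT against HS at 1 week 37, the times after FT 40 and the interaction 9. With a block for the replicate number, HS 1 week had 7, HS 2 weeks 6, FT 2 weeks 26 and both times after HS 4. Of 11 numbered libraries 6 correlated best with their own number, but residual correlations ran from -0.4776 to 0.7179 for the same number (median 0.00588) and from -0.725 to 0.667 for different numbers (median -0.04289), so the numbers were not taken as pairs. With HS library 1, 2 or 3 alone, HS 1 week had 0, 3 and 0 and FT against HS at 1 week 23, 35 and 17. With 2 FT libraries, FT 2 weeks had 1 in each case.

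With each replicate left out, HS 1 week ranged from 0 to 15, HS 2 weeks from 0 to 36, FT 1 week from 49 to 149, FT 2 weeks from 0 to 458, the times after FT from 36 to 93, the interaction from 2 to 38, both times after HS from 0 to 11, both times after FT from 0 to 63 and all 4 comparisons from 0 to 11. Tubb3 ranged from 1.79 to 2.56, 1.77 to 2.54, 2.64 to 3.40 and 2.08 to 2.85, and Fgfr4 at FT 2 weeks from 1.48 to 1.99. Without NI replicate 1 the first 4 counts were 11, 36, 149 and 458 and the overlaps 11, 63 and 11. Without NI replicate 2, HS 1 week had 0, HS 2 weeks 1, FT 2 weeks 0 and the overlaps 0, 0 and 0, and without NI replicate 3, HS 1 week had 0, FT 1 week 49, FT 2 weeks 1 and the overlaps 0, 1 and 0. Without HS 1 week replicate 3 the first 4 counts were 15, 13, 130 and 22, the interaction 38 and the overlaps 9, 15 and 9, and Tubb3 passed after FT (adjusted p = 0.0261 and 0.0427 from limma-trend). Without HS 1 week replicate 1 the interaction had 9. Without HS 2 weeks replicate 1, HS 1 week had 3, HS 2 weeks 0, the interaction 2 and the overlaps 0, 5 and 0, and without replicate 2, HS 1 week had 3, HS 2 weeks 1 and the overlaps 0, 5 and 0. Without FT 2 weeks replicate 1, 2 or 3, FT 2 weeks and both times after FT had 1 each and the interaction 7, 5 and 7, and the times after FT had 38 without replicate 1 and 36 without replicate 2. The likelihood ratio counts ranged from 37 to 309, 31 to 401, 179 to 502 and 92 to 1292, highest without NI replicate 1 or HS 1 week replicate 3.

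Of 3948 list directions, 126 changed where the list passed camera in neither fit, and 12 others reversed where it passed in at least 1. At HS 1 week the 12 were pericyte and fibroblast with array quality weights (0.29), cholesterol synthesis without NI replicate 1 (0.18, range from -0.52) and astrocyte without NI replicate 3 (-0.63, range to 0.94), and MHC class I at HS 2 weeks without HS 2 weeks replicate 1 (-0.24, range to 1.18). With HS library 2 alone, microglia (-2.00), mast cell (-0.29) and cholesterol synthesis (0.26) reversed, and with HS library 3 alone, astrocyte (-2.07), oligodendrocyte progenitor (0.57), motile cilium (0.56), mitotic division (0.06) and immediate early genes (1.01).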

Differences from the paper's values

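The likelihood ratio tests with trended and tagwise dispersions and with TMM were chosen after seeing the values, and every other alternative here was set before the data were examined.

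At the thresholds the paper states, limma-trend called 1, 2, 74 and 7 genes at 1 and 2 weeks after HS and 1 and 2 weeks after FT, where the paper's counts are 61, 124, 297 and 364. The overlaps were 1 after HS, 3 after FT and 1 in all 4 comparisons, where the paper's are 39, 58 and 24. The count at 1 week after HS, the count at 1 week after FT, the overlap after HS and the overlap of all 4 comparisons fell within 1.5 times the paper's under the likelihood ratio test with library size scaling and under DESeq2, and under no other alternative set before the data were examined. The count at 2 weeks after HS did so under DESeq2 alone, and that at 2 weeks after FT under these tests and without NI replicate 1. The overlap after FT did so under DESeq2 and without NI replicate 1, and under no other alternative set before the data were examined. The likelihood ratio test with trended and tagwise dispersions, chosen after seeing the values, called 61, 124, 297 and 363 genes with overlaps of 39, 58 and 24, and of the genes called in the paper it drops 1 (Lad1, FDR = 0.0511 from that test). The likelihood ratio test with TMM was also chosen after seeing the values. It called 71, 274 and 281 genes at 1 week after HS and 1 and 2 weeks after FT. Its overlaps were 43, 47 and 31, and these counts and overlaps were within 1.5 times the paper's. At 2 weeks after HS it called 80, which is not. Of the genes called in the paper it drops 8, 49, 56 and 104 in the order of the comparisons. The factors implied by the deposited values were 1.001 times those of TMM in every library, so scaling alone does not account for these drops. The log2 fold changes of the test with trended and tagwise dispersions differ from those of Table S1 by at most 0.00022. All genes that limma-trend called are among those of Table S1, and its direction is the same for every gene of Table S1.

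An alternative is said here to come near a log2 fold change of the paper where it differs from it by at most the standard error of limma-trend. For C4a the log2 fold changes were 1.76, 2.57, 2.41 and 1.93, where the paper's values in Table S1 are 2.52, 3.43, 3.25 and 2.76, and for Klrk1 at 1 week after FT 3.54, where the paper's is 4.39. Pseudocount 0.25, the quasi-likelihood test, the likelihood ratio test with library size scaling and DESeq2 came near these values, and the others did not. For Fgfr4 the log2 fold changes were 1.93 and 1.75 after HS and 1.75 at 2 weeks after FT, where the paper's values are 2.33, 2.17 and 2.13. For these 3 the same alternatives, array quality weights and the fits without NI replicate 1 or 3 came near the paper's values. At 1 week after HS so did the fits without HS 1 week replicate 3 and with HS library 1 or 2 alone, at 2 weeks after HS median-ratio rescaling (1.76, at the edge of the standard error) and the fit without HS 2 weeks replicate 1, and at 2 weeks after FT median-ratio rescaling (1.76, likewise at the edge), the fit without FT 2 weeks replicate 2 and the fit with FT libraries 1 and 3. The others did not.

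For Chi3l3 at 2 weeks after HS the log2 fold change was -5.02, where the paper's is -6.59, and for Mmp8 it was -2.94 at 2 weeks after HS and -3.34 at 2 weeks after FT, where the paper's values are -4.22 and -4.77. Pseudocount 0.25, array quality weights, the fit without NI replicate 1, the quasi-likelihood test, the likelihood ratio test with library size scaling and DESeq2 came near all 3. For Chi3l3 the fit without HS 2 weeks replicate 2 also did, and for Mmp8 at 2 weeks after HS the same total per library and the fit without HS 2 weeks replicate 1. The others did not. Both likelihood ratio tests chosen after seeing the values came near the paper's log2 fold changes for all of these genes.

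The paper describes 3 libraries per group, and the labels give 1 for FT 1 week and 2 for HS 2 weeks. In its pathway analysis the paper identifies C4a and C4b as the only immune transcripts raised after HS. That pathway analysis was not repeated here. By limma-trend C4b rose at both times, and the likelihood ratio test called C4a and C4b at both times and also Irf7, Usp18, Ccl5 and Oasl2 at both times and Ifit1 at 1 week after HS, with an FDR of 6.22e-06 for Irf7 at 1 week. The paper states that Fgfr3 was lower at 1 week after HS, where its log2 fold change was -0.54 (adjusted p = 0.928 from limma-trend). The paper states that Syt1 was not dysregulated, and at 1 week after FT its log2 fold change was -1.53 (adjusted p = 0.132 from limma-trend, FDR = 0.0454 from the likelihood ratio test). The paper lists Gfap among the transcripts raised by injury, and its log2 fold change was highest, 3.51, at 2 weeks after FT (adjusted p = 0.347 from limma-trend). Gfap was called by the likelihood ratio test there (FDR = 0.00725) and at 1 week after HS (FDR = 0.0154). Fig. 1j shows proteolysis genes as inhibited at 2 weeks after FT, and of its 10 genes 4 were lower and 3 higher when adjusted over the list alone.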

Other observations

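The search for genes at extreme levels in 1 library was chosen after the data were seen. Lipid transport genes had positive median log2 fold changes after both injuries. Of 8 such genes Apoc1 passed limma-trend in all comparisons with NI but HS 1 week, and 3, 6, 6 and 4 were higher when adjusted over the list alone at 1 and 2 weeks after HS and 1 and 2 weeks after FT (median log2 fold changes 1.08, 2.15, 2.12 and 1.04, with camera adjusted p = 0.199, 0.0963, 0.1 and 0.216 with an estimated correlation). Apoe, the main apolipoprotein gene of the brain, had 776.8 ± 297.2 normalized counts (SD, n = 3) in NI and 6649 ± 6616 (SD, n = 2) at 2 weeks after HS. Of 16 phagocyte activation genes none passed limma-trend over all genes, 4, 14, 6 and 7 were higher when adjusted over the list alone, and 1, 13, 5 and 6 by the likelihood ratio test (medians 1.29, 2.33, 1.82 and 1.20, with camera adjusted p = 0.288, 0.114, 0.271 and 0.294 with an estimated correlation). The sums of phagocyte activation genes were highest, at 25340, 18090 and 16080, in HS 2 weeks replicate 1, HS 1 week replicate 3 and the FT 1 week library, whose microglia and macrophage sums were also the highest (11670, 12380 and 9317). Those of lipid transport were 12760 in HS 2 weeks replicate 1 and 2833 in replicate 2, whose microglia and macrophage sum was 1925. NI replicates 2 and 3, with microglia and macrophage sums of 5525 and 7323, had 1521 and 1048 for lipid transport and 4074 and 4541 for phagocyte activation. Of 14 genes of the amino acid stress response, Aldh1l2 rose at 1 week after FT (log2 fold change 2.48, adjusted p = 0.0492 from limma-trend), and 3 were higher in each comparison when adjusted over the list alone (medians 0.40, 0.61, 0.54 and 0.57).

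Transcripts of blood and tissue cells other than astrocytes also differed. Of 12 mast cell genes, Mcpt2 and Tpsab1 rose at 2 weeks after FT, 5, 5, 4 and 5 were higher when adjusted over the list alone, and Fcer1a was lower at 1 week after HS (medians 0.40, 0.97, 1.37 and 1.18). Of 3 measured eosinophil genes, Prg2 fell at 1 week after FT and Prg2 and Epx at 2 weeks after FT (medians -1.66, -1.77, -2.02 and -2.21, with camera adjusted p = 0.173, 0.114, 0.101 and 0.106 with an estimated correlation). The third, Siglec5, had 1.493 to 7.413 normalized counts in NI, and 27.65 and 44.76 in HS 1 week replicate 3 and HS 2 weeks replicate 1, where the sums of the 3 genes (33.89 and 46.68) were near those of NI (35.05 to 61.34). Of 9 B cell genes 6, 6, 0 and 6 were lower when adjusted over the list alone (medians -1.57, -1.64, -1.09 and -1.69) and Ebf1 was higher at 2 weeks after FT, and of 6 erythroid genes 2, 6, 2 and 4 were lower (medians -1.05, -1.58, -1.38 and -1.18). Of 10 oligodendrocyte progenitor genes 7 were lower at 2 weeks after FT when adjusted over the list alone (median -1.25, camera adjusted p = 0.34 with an estimated correlation). The 9 pericyte and fibroblast genes summed to 7030 in NI replicate 1, 686.4 in NI replicate 2 and 473.2 in NI replicate 3, and to 6006, 11590 and 8181 at 2 weeks after FT (median 1.38), with 2 genes higher and 2 lower there when adjusted over the list alone. None of the B cell, erythroid, oligodendrocyte progenitor or pericyte and fibroblast genes passed limma-trend over all genes against NI. With the likelihood ratio test, the lower genes at 1 and 2 weeks after HS and 1 and 2 weeks after FT were 0, 4, 1 and 5 B cell genes, 0, 1, 1 and 2 erythroid genes, 0, 0, 1 and 5 oligodendrocyte progenitor genes and 2, 1, 0 and 1 pericyte and fibroblast genes.

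The remaining lists had no gene past limma-trend over all genes against NI. With the likelihood ratio test 2, 1, 0 and 2 Schwann cell genes were lower, and so were B3gnt5 of the A2 list and Tnr of the scar matrix at 2 weeks after FT and Ptprz1 of the scar matrix at 1 week after FT. It called as higher Slco1a4 (endothelial) at 1 week after FT, Fn1 (scar matrix) at 2 weeks after HS and Eno2 (glycolysis) at 1 week after HS and 2 weeks after FT, and no gene of the other lists below. The medians at 1 and 2 weeks after HS and 1 and 2 weeks after FT were 0.17, 0.44, -0.41 and 0.21 for 9 endothelial genes, -0.26, -0.18, -0.50 and 0.02 for 8 Schwann cell genes, 0.00, -0.01, -0.19 and -0.20 for 11 A2 reactive astrocyte genes, and -0.31, -0.23, -1.16 and -0.31 for 16 scar matrix genes. For 13 cholesterol synthesis genes they were -0.25, -0.67, -0.69 and -0.82, for 14 glycolysis genes 0.26, 0.12, 0.29 and 0.11, and for 13 immediate early genes -0.72, -0.27, -0.50 and -1.12. For 7 GABAergic genes they were -0.31, -0.20, -1.32 and -0.50, with Gad1 and Sst lower at 1 week after FT when adjusted over the list alone, and for 3 glutamatergic and mature neuronal genes -0.25, 0.20, -0.77 and 0.16.

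The FT 1 week library stood apart in single genes. Among genes whose lowest level in the other 11 libraries was at least 5, 8 in this library were lower than that level by more than 10 times. Susd4 had 0.4029 normalized counts against 33.51 to 104.9 in the others, Best3 0.4029 against 19.41 to 72.91, Jakmip1 0.4029 against 27.1 to 90.21 and Hoga1 0.4029 against 8.855 to 18.23. A further 17 genes were over 10 times the highest of the other libraries, among them Iigp1 (575.4 against at most 15.73), Gbp1 (83.94 against at most 2.15), Mrap2 (53.45 against at most 2.2) and Gm15070 (49.42 against at most 1.282). No other library had a gene of either kind, and this library is the only one of its group.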
